# Co-stimulation with opposing macrophage polarization cues leads to orthogonal secretion programs in individual cells

**DOI:** 10.1038/s41467-020-20540-2

**Published:** 2021-01-12

**Authors:** Andrés R. Muñoz-Rojas, Ilana Kelsey, Jenna L. Pappalardo, Meibin Chen, Kathryn Miller-Jensen

**Keywords:** Monocytes and macrophages, Innate immunity, Cellular noise, Systems analysis

## Abstract

Macrophages are innate immune cells that contribute to fighting infections, tissue repair, and maintaining tissue homeostasis. To enable such functional diversity, macrophages resolve potentially conflicting cues in the microenvironment via mechanisms that are unclear. Here, we use single-cell RNA sequencing to explore how individual macrophages respond when co-stimulated with inflammatory stimuli LPS and IFN-γ and the resolving cytokine IL-4. These co-stimulated macrophages display a distinct global transcriptional program. However, variable negative cross-regulation between some LPS + IFN-γ-specific and IL-4-specific genes results in cell-to-cell heterogeneity in transcription. Interestingly, negative cross-regulation leads to mutually exclusive expression of the T-cell-polarizing cytokine genes *Il6* and *Il12b* versus the IL-4-associated factors *Arg1* and *Chil3* in single co-stimulated macrophages, and single-cell secretion measurements show that these specialized functions are maintained for at least 48 h. This study suggests that increasing functional diversity in the population is one strategy macrophages use to respond to conflicting environmental cues.

## Abstract (web summary)

Macrophages can be polarized by in vitro culture stimuli into M1 or M2 cells, but microenvironments in vivo are more complex. Here the authors analyze cultured macrophages stimulated with a combination of M1 and M2 stimuli by single-cell RNA sequencing, machine learning, and single-cell secretion profiling to show a surprising level of heterogeneity of response.

## Introduction

Macrophages respond to a large range of stimuli to aid in development, tissue repair, and immunity^1,2^. These polarization responses must be strong enough to defend against pathogens and tissue stress, but sufficiently plastic to accommodate changes in the microenvironment. The M1 inflammatory program, induced as a response to infectious stimuli (e.g., lipopolysaccharide [LPS] and/or interferon-gamma [IFN-γ]) and the M2 program, induced by resolving stimuli (e.g., interleukin-4 [IL-4]), represent two extremes on a spectrum of macrophage responses^3–5^. The M1 polarization program is typically associated with a proinflammatory and anti-bacterial phenotype, while the M2 program is associated with wound healing, tissue repair, and helminth response^5,6^. While this M1–M2 paradigm has been useful in uncovering key regulatory elements in the innate immune response, it is clear that macrophages in vivo display a more complex polarization response^7,8^.

There are several possible sources for the complex polarization states observed in vivo. First, the vast number of stimuli that can activate macrophages enables these cells to display a large range of functional responses^7,9^. Second, because macrophage polarization does not induce terminal differentiation programs, functional responses by macrophages are plastic and may switch states in response to changing environmental conditions^10^. Additionally, macrophages in vivo are constantly exposed to multiple and sometimes conflicting cues. Examples of this include co-existing inflammatory and immunosuppressive signals during the resolution phase of inflammation^11^ or the complex pro- and anti-tumor microenvironments established inside a tumor^12,13^. Together, the flexible and diverse range of macrophage responses and the stimuli they receive result in a complex polarization spectrum observed in vivo.

There is extensive crosstalk in the polarization programs in populations of macrophages presented with opposing cues^14,15^; however, the complexity of macrophage polarization has not yet been explored at single-cell resolution in vitro. Such single-cell measurements are important because macrophage populations display significant cell-to-cell heterogeneity in their responses even following acute stimulation with LPS^16–18^. The heterogeneity observed in vitro is also reflected in vivo in numerous studies of macrophage heterogeneity in a variety of disease states, including cancer, liver cirrhosis, and wound healing^19–23^. It is therefore important to characterize how individual macrophages respond to and resolve conflicting cues to coordinate a cohesive immune response within complex tissue microenvironments.

Here, we profile macrophages stimulated with LPS+IFN-γ, IL-4, or both by single-cell RNA sequencing (scRNA-seq) and by single-cell secretion profiling to explore how individual macrophage respond to opposing polarization cues presented simultaneously. On a global scale, mouse bone marrow-derived macrophages (BMDMs) stimulated with LPS+IFN-γ and IL-4 acquire a unique transcriptional state distinct from the states induced by single stimuli. However, extensive crosstalk occurs between polarization programs in individual macrophages presented with opposing cues, and the extent of this crosstalk varies across cells. Using a combination of neural networks and statistical analysis, we find a subset of genes from each single-stimulus gene program that are not expressed together in co-stimulated cells, including the T-cell-polarizing cytokines *Il6* and *Il12b*, induced by LPS+IFN-γ, and the canonical M2-associated targets *Arg1* and *Chil3*, induced by IL-4. Measurement of high-dimensional single-cell secretion profiles confirms that, in most cases, single cells express either an LPS+IFN-γ-like or IL-4-like secretion phenotype after long-term co-stimulation with opposing cues. Together, our results provide insight into the heterogeneous response of macrophages exposed to opposing polarization cues.

## Results

### Co-stimulated macrophages display a mixed gene expression program

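Bone marrow-derived macrophages (BMDMs) were left unstimulated (control) or stimulated for 6 h with 10 ng/ml LPS and 10 ng/ml IFN-γ, with 100 ng/ml IL-4, or with all 3, and 1 scRNA-seq library was made from each of the 4 conditions. For each library, the authors deposited the counts of unique molecular identifiers (UMIs, each marking a captured transcript) that Cell Ranger assigned to mouse genes, without normalization. The paper's text does not name the genome build, so gene positions are given on GRCm38 from the GENCODE vM21 annotation. The libraries held 1914 control, 1815 LPS+IFN-γ, 1474 IL-4 and 1701 co-stimulated barcodes. A barcode was left out when the logarithm of its UMIs or of its detected genes lay more than 3 median absolute deviations (MADs) from the median of its library. It was also left out when its mitochondrial share exceeded both 10% and the library's median plus 3 MADs. This kept 1817 control, 1734 LPS+IFN-γ, 1392 IL-4 and 1615 co-stimulated cells. These cells held 53052619 UMIs in the control library, 50227040 in the LPS+IFN-γ library, 35022807 in the IL-4 library and 60198074 in the co-stimulated library. Counts were divided by size factors from scran, the package that the paper's methods name, computed over the cells of all libraries together. Because co-stimulated cells had more UMIs each, cells were also thinned at random to 15056 UMIs each. Thinning left out 53 control, 124 LPS+IFN-γ, 125 IL-4 and 26 co-stimulated cells that were shallower than that. The doublet caller Scrublet marked 23 of the 6904 barcodes (0.333%), too few for a working call, so it served only as an alternative filter. With 1 library per condition, no difference between conditions can be set against a spread between replicates, and no test was run. Intervals of shares of cells (Clopper-Pearson) and of sums of UMIs (Poisson) are exact 95% intervals and cover counting error only.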

To test how co-stimulation with opposing polarization cues affects the gene expression programs of individual macrophages, we stimulated BMDMs with LPS+IFN-γ, IL-4, or a combination of LPS+IFN-γ and IL-4, and profiled the cells using scRNA-seq (Fig. 1a). In cell populations, we observed that in response to 10 ng/ml LPS + 10 ng/ml IFN-γ, expression of canonical M1-associated genes (including *Nos2*, *Tnf*, *Il6*, and *Il12b*) peaked between 2 and 6 h, while in response to 100 ng/ml IL-4, expression of canonical M2-associated genes (including *Arg1* and *Chil3*) continued to rise by 8 h (Supplementary Fig. 1a). Therefore, we chose 6 h as an optimal stimulation time to capture both transcription programs.

**Fig. 1:**
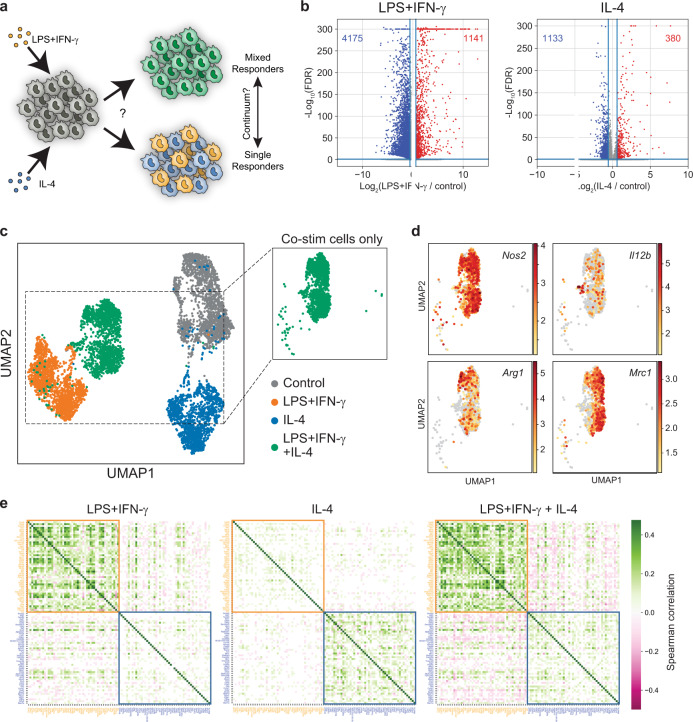
Co-stimulation induces a global mixed gene expression program across individual macrophages. **a** Schematic depicting how co-stimulation could lead to either mixed responses or specialized responses in individual macrophages. **b** Volcano plot of differential gene expression after stimulation for 6 h with 10 ng/ml LPS + 10 ng/ml IFN-γ (left) or 100 ng/ml IL-4 (right) relative to control. Genes significantly upregulated (red) and downregulated (blue) are identified by a change in expression ≥ 1.5-fold and a false discovery rate (FDR) < 0.05 relative to expression in the untreated condition. FDR calculated by a Wilcoxon rank-sum test with Benjamini–Hochberg correction. **c**, **d** UMAP visualization of single cells from all samples colored by treatment (**c**) or expression intensity for canonical markers of interest (**d**). Color bar indicates gene expression levels, shown as ln(transcript count + 1). **e** Heatmaps of Spearman correlations for the top 50 unique upregulated genes following stimulation with LPS+IFN-γ, IL-4, or both, within single cells from each treatment condition. The top 50 genes upregulated by LPS+IFN-γ or IL-4 are highlighted and boxed in yellow and blue, respectively. The color bar indicates the sign and magnitude of the correlation coefficient. The coefficients for gene pairs with a correlation *p*-value > 0.05 are set to 0.

We also explored a range of LPS and IL-4 dose combinations and observed that co-stimulation with 10 ng/ml LPS + 10 ng/ml IFN-γ and 100 ng/ml IL-4 resulted in significant cross-inhibition of LPS+IFN-γ-stimulated IL-6 and IL-12p40 and of IL-4-stimulated *Arg1* and Chil3l3 at 24 h (Supplementary Fig. 1b). In contrast, LPS+IFN-γ-stimulated TNF and *Nos2* were not significantly inhibited at any dose combination. Thus, we concluded that this dose combination might reveal interesting behaviors in individual cells.

For sc-RNAseq, we profiled ~1500 single cells per condition to ensure high-quality data with low doublet rates and high sequencing depth per cell (see “Methods” section). Our final data set had an average of 30,262 unique reads per cell and 4076 genes detected per cell. 

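Over the 6558 cells kept, the mean was 30268 UMIs and 4075 detected genes per cell. The mean number of UMIs per cell was 29198 in control, 28966 in LPS+IFN-γ, 25160 in IL-4 and 37274 in co-stimulated cells. The mean number of detected genes was 4354, 3683, 4051 and 4202 in the same order. When every barcode was kept, the alternative that moved these means most, they were 29203 UMIs and 3977 genes. In cells thinned to equal depth, the mean number of detected genes was 3182 in control, 2779 in LPS+IFN-γ, 3213 in IL-4 and 2843 in co-stimulated cells.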

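A rule of size was applied to the mean normalized count of each gene in each stimulated library against the control library. A gene counted as higher when the ratio was at least 1.5 and at least 15% of the stimulated cells had a UMI. Under this rule 1932 genes were higher in the LPS+IFN-γ library and 536 in the IL-4 library, and 151 of these were higher in both. These numbers describe the libraries at hand and carry no test. Without the minimum share of cells, the alternative that moved them most, 4341, 2370 and 877 genes were higher. All 1141 genes that Supplementary Data 1 lists as upregulated by LPS+IFN-γ met the rule, as did 379 of the 380 listed for IL-4. Among genes with at least 50 UMIs in the stimulated library and at least 1 in the control library, the largest ratios after LPS+IFN-γ were those of Il12b, Nos2, Cxcl9, Il1b and Serpina3f. Cxcl9 (ENSMUSG00000029417, chromosome 5 from 92321347 to 92328079) had 143784 (143042 to 144529) UMIs in the LPS+IFN-γ library and 34 (23.5 to 47.5) in the control library, a log2 ratio of 12.84. Il1b had 30451 (30109.9 to 30795) UMIs against 10 (4.80 to 18.4), a log2 ratio of 12.15. A further 17 genes had at least 50 UMIs in the LPS+IFN-γ library and none in the control library. After IL-4 the largest ratios were those of Arg1, Tmem26, Gata3, Cish and Pdcd1lg2. Arg1 had 21757 (21469 to 22048) UMIs in the IL-4 library and 86 (68.8 to 106) in the control library, a log2 ratio of 8.26. Tmem26 had 1964 (1878 to 2053) against 11 (5.49 to 19.7), a log2 ratio of 7.90.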

Stimulation with LPS+IFN-γ upregulated more genes than IL-4 stimulation when compared to unstimulated cells (1141 and 380 genes, respectively), with only 95 of these genes being induced by both conditions (Fig. 1b and Supplementary Data 1). Interestingly, both LPS+IFN-γ and IL-4 stimulation caused the apparent transcriptional downregulation of thousands of genes normally expressed in unstimulated cells, with the number of downregulated genes substantially outnumbering the number of upregulated genes (Fig. 1b).

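By the same rule of size, with the share of cells taken in the control library, 2353 genes were lower in the LPS+IFN-γ library and 623 in the IL-4 library, 400 of them in both. Of the genes past the rule after LPS+IFN-γ, 45.1% were higher, and after IL-4 46.2%. This split depends on the scaling, because the median log2 ratio over the 11323 genes with at least 50 UMIs in the LPS+IFN-γ and control libraries was -0.17 with scran and -0.67 with scaling to library size. With library size, 4011 genes were lower after LPS+IFN-γ and 21.9% of the genes past the rule were higher. For IL-4 the median log2 ratio over 11230 genes was -0.04 with scran and 0.01 with library size. The lower genes numbered 539 with library size, fewer than the 604 that were higher. Without normalization, 1104 genes were lower after IL-4, more than the 357 that were higher. The smallest ratios after LPS+IFN-γ among genes with at least 50 UMIs in the control library and at least 1 in the stimulated library were those of Exo1, Col1a1, Pask, Sbk1 and Ccdc166. Exo1 had 298 (265 to 334) UMIs in the control library, in 13.4% of its cells, and 1 UMI in the LPS+IFN-γ library. After IL-4 the smallest ratios were those of Mgp, Ankrd1, Actg2, Rnf183 and Postn. The control UMIs of Ankrd1, Actg2 and Postn came from few cells (0.110%, 0.715% and 0.495%). Mgp had 187 (161 to 216) UMIs in 9.74% of control cells and 6 (2.20 to 13.1) in the IL-4 library, a log2 ratio of -5.89.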

We performed dimensionality reduction using uniform manifold approximation and projection (UMAP)^24,25^ on the full transcriptional signature to visualize how cells mapped across treatments. We observed that almost all co-stimulated macrophages clustered separately from those stimulated with only one cue and from the unstimulated control population, suggesting that co-stimulation induced a distinct global transcriptional state (Fig. 1c). This result also demonstrated that most macrophages were able to respond to both stimuli. This is consistent with the observation that macrophages co-stimulated with LPS+IFN-γ and IL-4 displayed robust Stat1 and Stat6 phosphorylation downstream of the IFN-γ-receptor or IL-4-receptor, respectively, indicating that a majority of macrophages respond to both signals (Supplementary Fig. 1c).

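Cells were compared on 50 principal components of ln(normalized count + 1) of the 2000 most variable genes, and the libraries of each cell's 15 nearest neighbours were counted. Of the 1615 co-stimulated cells, 1539 (95.3%, 94.1 to 96.3%) had mostly co-stimulated neighbours. A further 72 had mostly LPS+IFN-γ neighbours, 3 had mostly control neighbours and none had mostly IL-4 neighbours. The share of cells with mostly neighbours of their own library was 99.9% in control, 99.6% in LPS+IFN-γ and 96.0% in IL-4, where 53 cells had mostly control neighbours. With all genes found in at least 20 cells in place of the variable genes, the alternative that moved this result most, the share was 96.6% in co-stimulated cells. Each condition is a library of its own, so the shares of neighbours alone do not separate the stimulus from the library.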

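Nos2 (ENSMUSG00000020826, chromosome 11 from 78920787 to 78960254) had a UMI in 90.9% (89.4 to 92.3%) of co-stimulated cells and in 0.110% of control cells. Arg1 (ENSMUSG00000019987, chromosome 10 from 24915221 to 24927484) had a UMI in 54.8% (52.3 to 57.2%) of co-stimulated cells, against 1.96% of LPS+IFN-γ cells and 3.69% of control cells. The median depth was 35756 UMIs in co-stimulated, 27592 in LPS+IFN-γ, 23206 in IL-4 and 27478 in control cells. In cells thinned to equal depth, which moved these shares most, Nos2 was found in 82.3% and Arg1 in 39.3% of co-stimulated cells, and Arg1 in 1.06% of LPS+IFN-γ cells. At 2 or more normalized counts of each gene, 371 co-stimulated cells (23.0%, 20.9 to 25.1%) held both Nos2 and Arg1, compared with 8 LPS+IFN-γ cells (0.461%) and no cell of the control or IL-4 libraries.

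**Figure D1:**
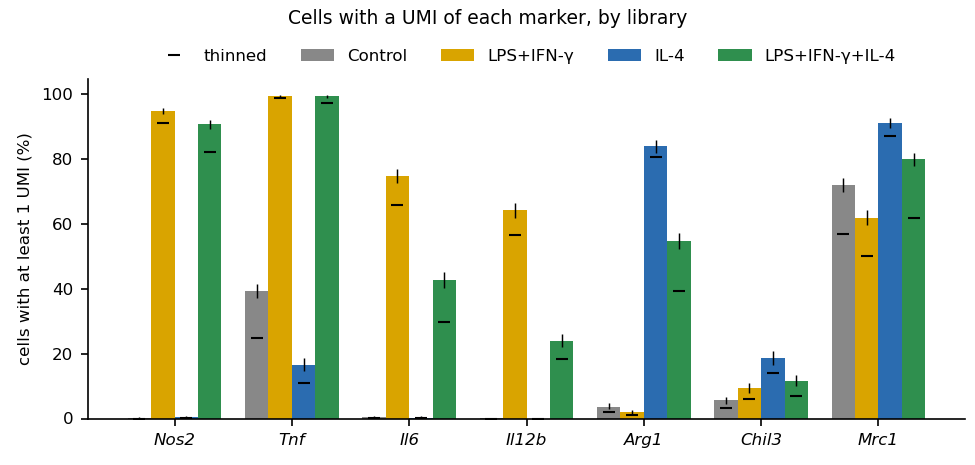
Share of cells with at least 1 UMI (%) of 4 markers of LPS+IFN-γ (Nos2, Tnf, Il6, Il12b) and 3 of IL-4 (Arg1, Chil3, Mrc1) in each library, with exact 95% intervals that cover counting error only and dashes for the share in thinned cells. Nos2 stands at 90.9% and Arg1 at 54.8% in co-stimulated cells.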

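Leiden clustering of the neighbour graph at resolution 1 gave clusters numbered by size. The co-stimulated cells fell mainly into cluster 4 with 820 cells and cluster 6 with 652, and 67 fell into cluster 10, 40 into cluster 1, 33 into cluster 5 and 3 into cluster 2. No cell of another library was in cluster 4, while cluster 6 also held 5 LPS+IFN-γ cells and 1 IL-4 cell. The 2 main clusters differed in depth, with a median of 44628 UMIs per cell in cluster 4 and 27864 in cluster 6, a ratio of 1.60. After every cell was thinned to equal depth before clustering, the clusters with most co-stimulated cells held 783 and 645 of them, and their medians before thinning were 44872 and 28394 UMIs.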

Although the transcriptional state of co-stimulated macrophages was distinct from cells treated with LPS+IFN-γ or IL-4 alone, we observed cell separation within the co-stimulation cluster. For example, we observed heterogeneous expression of canonical genes associated with LPS+IFN-γ stimulation, *Nos2* and *Il12b*, versus canonical genes associated with IL-4 stimulation, *Arg1* and *Mrc1* (Fig. 1d), suggesting that there is cell-to-cell variability in the extent of each individual cell’s response to LPS+IFN-γ versus IL-4 stimulation. 

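In co-stimulated cells, Il12b (ENSMUSG00000004296, chromosome 11 from 44400063 to 44414033) had a UMI in 24.0% (22.0 to 26.2%) of cells, compared with 1 control cell (0.0550%). Mrc1 (ENSMUSG00000026712, chromosome 2 from 14229392 to 14332057) had a UMI in 79.9% (77.9 to 81.9%) of co-stimulated, 61.9% of LPS+IFN-γ and 72.2% of control cells. After thinning, these shares were 18.4% for Il12b in co-stimulated cells, and for Mrc1 61.9% in co-stimulated, 50.1% in LPS+IFN-γ and 57.0% in control cells. At 2 or more normalized counts, 79.5% of co-stimulated cells were positive for Nos2, 13.6% for Il12b and 28.8% for Arg1. Nos2 was found without Arg1 in 913 cells, Arg1 without Nos2 in 94 and neither in 237. The mean normalized count in co-stimulated cells was 8.66 for Nos2, 2.87 for Il12b, 4.87 for Arg1 and 3.88 for Mrc1.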

To further explore this possibility, we measured the Spearman correlation between genes uniquely upregulated by either LPS+IFN-γ or IL-4 alone across all single cells to identify which genes are co-expressed or mutually inhibited across single cells. As expected, genes upregulated by LPS+IFN-γ alone were more likely to exhibit positive correlations with other LPS+IFN-γ-induced genes, and either no correlation or negative correlation with IL-4-induced genes (Fig. 1e). Similarly, genes upregulated by IL-4 alone were more likely to be positively correlated with other IL-4-induced genes, and uncorrelated or negatively correlated with LPS+IFN-γ-induced genes. 

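For each program, 50 genes were taken in the order of Supplementary Data 1 from its unique core genes (UCGs, the genes listed there as upregulated by only 1 of the 2 stimuli). Spearman's rho was computed for every pair of these genes across the cells of each library. Cells are not replicates, and the pairs share genes, so the values are descriptive. In the LPS+IFN-γ library, the 1225 pairs of LPS+IFN-γ UCGs had a median rho of 0.107, with 643 pairs above 0.1 and 43 below -0.1. The 2450 cross-program pairs there had a median rho of -0.000267, with 269 above 0.1 and 89 below -0.1. In control cells the LPS+IFN-γ pairs had a median rho of 0.0294. Equal depth moved these counts most, with 468 LPS+IFN-γ pairs above 0.1 in thinned LPS+IFN-γ cells, and 122 cross-program pairs above 0.1 against 50 below -0.1.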

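In the IL-4 library, the 1225 pairs of IL-4 UCGs had a median rho of 0.0607, with 391 pairs above 0.1 (31.9%) and 24 below -0.1. In thinned IL-4 cells their median rho was 0.0382, with 207 pairs above 0.1. With 100 genes per program and no thinning, 15.4% of pairs were above 0.1. Its 2500 cross-program pairs had a median rho of 0.00316, with 44 above 0.1 and 22 below -0.1. In control cells, 1176 pairs of IL-4 UCGs could be computed, and their median rho was 0.0109.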

Co-stimulated cells generally exhibited weak positive correlations within the LPS+IFN-γ-induced genes and the IL-4-induced genes, while also exhibiting weak negative correlations between some genes across the two programs (Fig. 1e and Supplementary Fig. 1d). This suggests that on average macrophages expressing core genes of one program exhibited slightly reduced expression of core genes of the other program. 

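In the co-stimulated library, the median rho was 0.145 for pairs of LPS+IFN-γ UCGs, 0.0373 for pairs of IL-4 UCGs and -0.0117 for cross-program pairs. Above 0.1 were 768 of the 1225 LPS+IFN-γ pairs and 221 of the 1225 IL-4 pairs, and 265 of the 2500 cross-program pairs (10.6%) were below -0.1. For comparison, 10000 pairs of random gene lists matched on mean expression gave a median cross-program rho of 0.0121, with 95% of the lists between 0.00467 and 0.0213. Their share of cross-program pairs below -0.1 had a median of 7.40%, with 95% of the lists between 4.76 and 10.5%. The random lists gave a median rho of 0.0550 where the LPS+IFN-γ UCGs were replaced and 0.00900 where the IL-4 UCGs were. In thinned co-stimulated cells, 165 cross-program pairs (6.60%) were below -0.1.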

Of note, not all correlations between LPS+IFN-γ-induced genes and IL-4-induced genes were negative, indicating that some LPS+IFN-γ-induced genes are co-expressed with IL-4-induced genes. However, the strongest negative correlations were between genes induced by the two opposing stimuli, suggesting that single cells may skew gene expression towards either the LPS+IFN-γ or the IL-4 transcriptional program in response to co-stimulation.

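In co-stimulated cells, 288 of the cross-program pairs (11.5%) had a rho above 0.1. The matched random lists had a median of 17.5% of cross-program pairs above 0.1, with 95% of the lists between 13.4 and 22.7%. In thinned co-stimulated cells, 133 cross-program pairs (5.32%) had a rho above 0.1.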

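Of the 20 pairs with the lowest rho in co-stimulated cells, 16 were cross-program pairs, as were 43 of the lowest 50 and 88 of the lowest 100, while cross-program pairs made up 50.5% of all pairs. Among the lowest 100 pairs, the cross-program pairs numbered 61 in the LPS+IFN-γ, 58 in the IL-4 and 49 in the control library. The lowest rho in co-stimulated cells was -0.281, between Cflar and Dok2 of opposite programs. The next was -0.254, between Upp1 and Tnfaip2, which belong to the same program. These pairs were picked after their values were seen.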

### Co-stimulation induces heterogeneous transcriptional cross-regulation

We next focused on how co-stimulation with LPS+IFN-γ and IL-4 affected the expression of genes uniquely upregulated by either LPS+IFN-γ or IL-4 alone (Fig. 2a), which we refer to as the core gene programs. For both LPS+IFN-γ- and IL-4-induced genes, co-stimulation with the other cue caused both transcriptional upregulation and inhibition in a subset of core genes belonging to each program, consistent with our own and previously reported observations^14^. 

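Across all genes with at least 50 UMIs in the library of the higher mean and at least 1 UMI in the other, the largest ratios of co-stimulated over LPS+IFN-γ cells were those of Tmem26, Gp1bb, Tspan15, Ccl11 and Arg1. Arg1 had 10389 (10190.2 to 10591) UMIs in the co-stimulated and 117 (96.8 to 140.2) in the LPS+IFN-γ library, a log2 ratio of 5.98. The smallest were those of Bgn, Aebp1, Col1a2, Fpr1 and Fpr2. The UMIs of Bgn, Aebp1 and Col1a2 in the LPS+IFN-γ library came from few cells (0.404%, 0.288% and 0.404%). Those of Gp1bb in the co-stimulated library also came from few cells (0.372%). Fpr2 (ENSMUSG00000052270, chromosome 17 from 17887824 to 17893952) had 269 (238 to 303) UMIs in the co-stimulated and 2178 (2087 to 2271) in the LPS+IFN-γ library, a log2 ratio of -3.24. Over IL-4 cells, the largest ratios were those of Ubd, Cxcl9, Cxcl10, Il27 and Nos2, and the smallest those of Msx3, Retnla, Epha2, Sbk1 and Ablim1. Msx3 (ENSMUSG00000025469, chromosome 7 from 140046157 to 140049089) had 6 (2.20 to 13.1) UMIs in the co-stimulated and 2720 (2619 to 2824) in the IL-4 library, a log2 ratio of -8.89. Retnla had 5 (1.62 to 11.7) against 1055 (992 to 1121), a log2 ratio of -7.60.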

Among the LPS+IFN-γ-induced core genes, 87 were inhibited by co-stimulation and 97 were augmented by co-stimulation, while among the IL-4-induced core genes, 196 were inhibited and 16 were augmented by co-stimulation (Fig. 2b).

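A UCG counted as inhibited when the ratio of its mean normalized count in co-stimulated over single-stimulus cells was at most 1/1.5, and as augmented when it was at least 1.5. Of the 1046 LPS+IFN-γ UCGs, 264 were inhibited, 24 were augmented and 758 lay between. Of the 285 IL-4 UCGs, 198 were inhibited, 14 were augmented and 73 lay between. The study chose these lists on the same libraries. The counts for LPS+IFN-γ depend on the scaling, with 214 inhibited and 29 augmented after scaling to library size. Without normalization, the alternative that moved them most, 79 were inhibited and 99 augmented, while for IL-4 187 were inhibited and 17 augmented.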

**Fig. 2:**
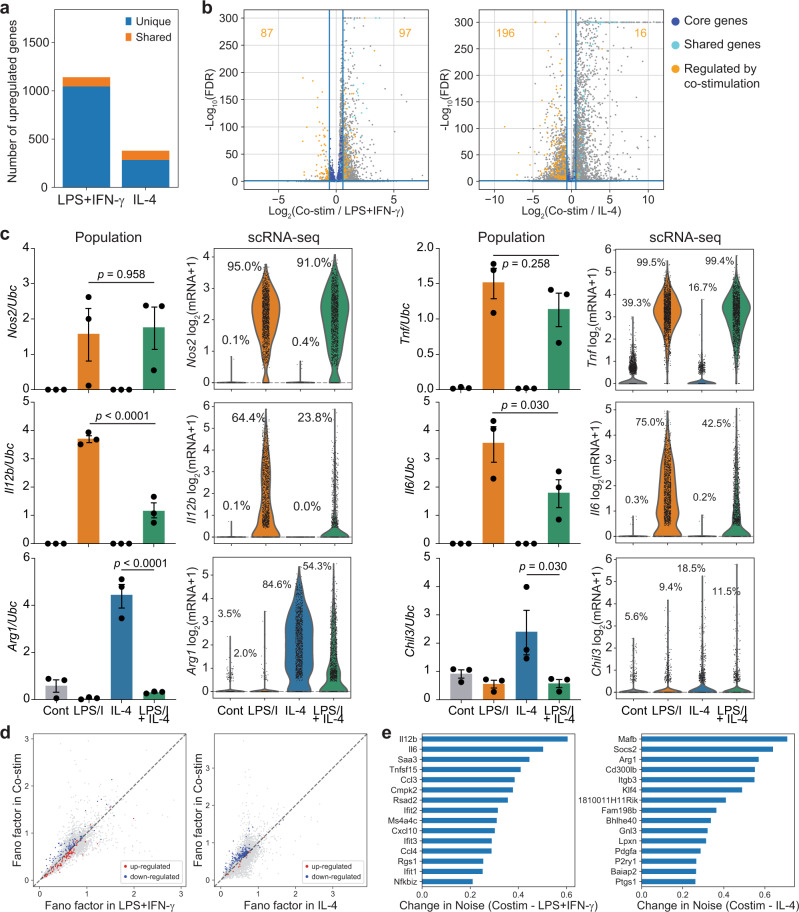
Cross-inhibition of gene expression after co-stimulation is not uniform across single cells. **a** Number of unique (blue) and shared (yellow) genes upregulated after stimulation (6 h, 10 ng/ml LPS + 10 ng/ml IFN-γ or 100 ng/ml IL-4). **b** Volcano plot of differential gene expression after co-stimulation (6 h, 10 ng/ml LPS + 10 ng/ml IFN-γ and 100 ng/ml IL-4) relative to LPS + IFN-γ alone (left) and IL-4 alone (right). Dark blue dots (see key) indicate the unique core genes (UCGs) selectively induced by LPS + IFN-γ or IL-4, respectively. Cyan dots indicate shared genes induced by both LPS + IFN-γ or IL-4. Yellow dots indicate UCGs modulated by co-stimulation, identified by an FDR ≤ 0.05 and change in expression ≥ 1.5-fold relative to expression after stimulation with LPS+IFN-γ or IL-4 alone. FDR determined as in Fig. 1. **c** Transcript levels for indicated targets in BMDMs after stimulation for 6 h with media alone, LPS+IFN-γ, IL-4, or both, measured by population RT-qPCR (left) and scRNA-seq (right). Population mRNA levels are presented relative to those of the control gene *Ubc* (mean ± SEM, *n* = 3 biological replicates). Two-sided one-way ANOVA with Sidak correction for multiple comparisons. Single-cell data is presented as the ln(transcript count +1) from a single experiment. **d** Noise in gene expression (calculated by Fano factor) across single cells stimulated with LPS+IFN-γ versus co-stimulated cells (left) or IL-4 vs co-stimulated cells (right) for genes negatively (blue) and positively (red) regulated by co-stimulation. **e** Change in cell-to-cell gene expression noise of LPS+IFN-γ-induced genes (left) and IL-4-induced genes (right) in co-stimulated cells relative to single stimulation. Source data are provided as a Source Data file.

We compared observations from our single-cell data set to population-level RT-qPCR data on co-stimulated cells for canonical LPS+IFN-γ and IL-4-induced core genes. Population-level measurements confirmed our scRNA-seq results, with LPS+IFN-γ-induced genes *Il12b* and *Il6* and IL-4-induced genes *Arg1* and *Chil3* exhibiting sensitivity to cross-inhibition, while other LPS+IFN-γ-induced genes, including *Nos2* and *Tnf*, were not sensitive to co-stimulation (Fig. 2c, bar plots). 

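In the scRNA-seq libraries, Il6 (ENSMUSG00000025746, chromosome 5 from 30013114 to 30019981) had 4756 (4622 to 4893) UMIs in the co-stimulated and 13019 (12796 to 13245) in the LPS+IFN-γ library. The log2 ratio of its mean normalized counts was -1.66. For Il12b the log2 ratio was -2.46, with 4209 (4083 to 4338) UMIs against 21362 (21076 to 21650.4). Nos2 had a log2 ratio of -0.40 and Tnf (ENSMUSG00000024401, chromosome 17 from 35199381 to 35202007) one of -0.47, both smaller changes than the limit set for inhibition. Tnf had 46525 (46103 to 46949.7) UMIs in the co-stimulated and 51615 (51171 to 52062) in the LPS+IFN-γ library. Without normalization, the ratio of Nos2 changed direction to a log2 value of 0.02, and that of Tnf was -0.05. Against the IL-4 library, the log2 ratio was -1.46 for Arg1 and -1.02 for Chil3 (ENSMUSG00000040809, chromosome 3 from 106147554 to 106167564), which had 813 (758 to 871) UMIs against 1517 (1442 to 1595). The share of cells with an Il6 UMI was 74.9% in LPS+IFN-γ, 42.8% in co-stimulated and 0.330% in control cells, and after thinning 66.0%, 29.9% and 0.113%. For Chil3 it was 18.5% in IL-4, 11.7% in co-stimulated and 5.61% in control cells, and after thinning 14.1%, 6.86% and 3.23%. Chil3 was also higher in the LPS+IFN-γ than in the control library, with 509 UMIs against 221 and a log2 ratio of 2.04.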

Inhibition or resistance to co-stimulation for this set of target genes was also observed at the protein level at 6 and 24 h (Supplementary Fig. 2a, b).

Importantly, although we observed substantial cross-inhibition in the cell population for some gene targets, the scRNA-seq data revealed that there was substantial cell-to-cell heterogeneity, such that some individual cells exhibited transcript levels that appeared uninhibited even after stimulation with both cues (Fig. 2c, violin plots). 

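For each gene, the co-stimulated cells at or above the median normalized count of the matching single-stimulus cells were counted. At or above the LPS+IFN-γ median of 2.99 for Il6 were 288 co-stimulated cells (17.8%, 16.0 to 19.8%), and at or above the median of 1.90 for Il12b were 224 (13.9%, 12.2 to 15.7%). At or above the IL-4 median of 5.51 for Arg1 were 285 co-stimulated cells (17.6%, 15.8 to 19.6%). The shares for Nos2 and Tnf were 35.4% and 34.2%. The 90th percentile of the single-stimulus cells was reached by 42 co-stimulated cells for Il6 (2.60%), 16 for Il12b (0.991%) and 49 for Arg1 (3.03%). The median of Chil3 in IL-4 cells was 0, and its 90th percentile of 1.27 was reached by 87 co-stimulated cells (5.39%) and by 2.15% of control cells.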

Given the significant cell-to-cell heterogeneity in cross-inhibition of the gene programs, one hypothesis is that macrophages are diversifying along these negatively regulated pathways. To identify cross-inhibited genes that are most variably expressed, we calculated the noise in gene expression as measured by Fano factor (variance divided by mean) for the LPS+IFN-γ- and IL-4-induced genes in both single and co-stimulated cells. 

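Noise was measured as the Fano factor, the variance of a gene's normalized counts across cells over their mean. It was higher in co-stimulated than in LPS+IFN-γ cells for 15 of the 264 inhibited LPS+IFN-γ UCGs, and higher than in IL-4 cells for 52 of the 198 inhibited IL-4 UCGs. With scaling to library size, it was higher for 23 of 214 inhibited LPS+IFN-γ UCGs and for 11 of 235 inhibited IL-4 UCGs. The counting part of the Fano factor of normalized counts grows as size factors shrink, which by itself favours a fall after co-stimulation. The mean scran size factor was 0.791 in LPS+IFN-γ, 1.00 in IL-4 and 1.07 in co-stimulated cells. The scale raised the numbers of UCGs with a rise most. On ln(normalized count + 1), 119 and 166 rose. On that scale a lower mean raises the Fano factor by itself. When the UMIs of each gene in single-stimulus cells were thinned at random to its co-stimulated mean, it rose for 227 of the LPS+IFN-γ and 175 of the IL-4 UCGs. In cells thinned to equal depth, the Fano factor of UMIs was higher for 72 of 208 inhibited LPS+IFN-γ UCGs and for 76 of 235 inhibited IL-4 UCGs.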

Interestingly, we observed a subset of inhibited genes that upon co-stimulation decrease their mean expression across the population while increasing gene expression noise (Fig. 2d and Supplementary Fig. 2c). 

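Of the 15 inhibited LPS+IFN-γ UCGs with the largest rise in the Fano factor of normalized counts, 6 encode cytokines or chemokines: Ccl5, Ccl3, Cxcl10, Tnfsf15, Ccl4 and Il12b. The Fano factor of Ccl5 was 118 in LPS+IFN-γ and 161 in co-stimulated cells, and that of Tnfsf15 was 11.3 and 20.6. For Il12b it was 76.2 and 78.2. For Il6 it was 30.5 and 28.5, a fall. On ln(normalized count + 1), the top 15 also held 6 cytokines or chemokines, led by Il12b with 1.57 and 2.07 and by Il6 with 1.00 and 1.45. In cells thinned to equal depth they numbered 7, with Il6 at 11.9 and 12.5 UMIs.

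**Figure D2:**
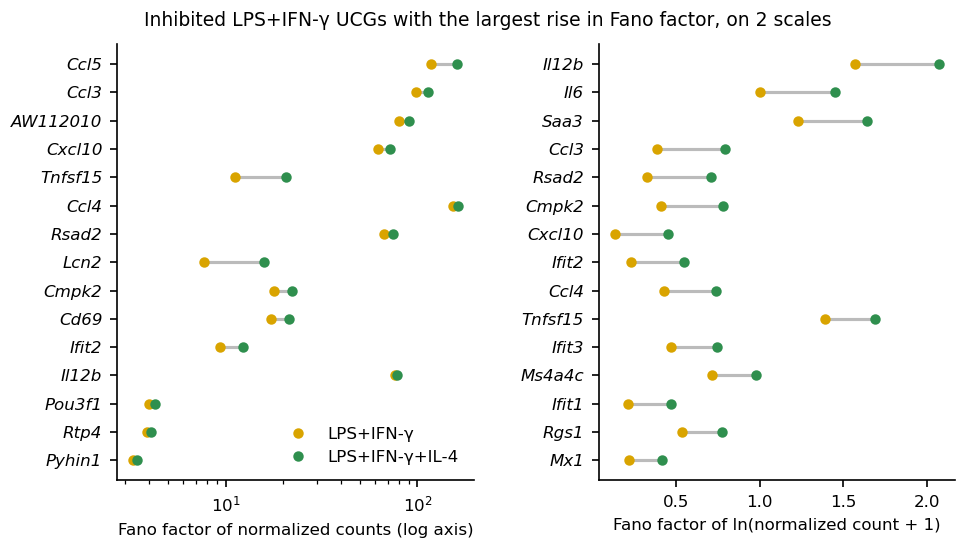
Fano factor in LPS+IFN-γ and in co-stimulated cells of the 15 inhibited LPS+IFN-γ UCGs with the largest rise, from normalized counts on a log axis (left) and from ln(normalized count + 1) (right). Il6 is among them only on the right, where it goes from 1.00 to 1.45.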

Strikingly, 9 out of the top 15 genes induced by LPS+IFN-γ and exhibiting increased noise were secreted cytokines or chemokines, including the T-cell-polarizing inflammatory cytokines *Il6* and *Il12b* (Fig. 2e, left). Notably, this gene set also includes NF-κB inhibitor zeta (*Nfkbiz*), which is known to stimulate the transcription of a subset of inflammatory response genes including *Il6* and *Il12b*^26^. 

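The Fano factor of the normalized counts of Nfkbiz (ENSMUSG00000035356, chromosome 16 from 55811375 to 55838899) was 5.20 in LPS+IFN-γ and 3.23 in co-stimulated cells, and its change ranked 233 among the 264 inhibited LPS+IFN-γ UCGs. On ln(normalized count + 1) it rose from 0.420 to 0.592, which ranked 18. In thinned cells it was 2.02 and 1.87.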

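In IL-4 cells and co-stimulated cells, the Fano factor of normalized counts was 32.6 and 41.8 for Arg1, 3.31 and 12.7 for Socs2 and 2.56 and 5.62 for Klf4. The largest rises among inhibited IL-4 UCGs were those of Chil3, from 56.7 to 99.9, and Itgb3, from 1.82 to 25.6. Itgb3 had 135 UMIs in the co-stimulated library, and 0.372% of its cells held 2 or more normalized counts. Its rise therefore rests on few cells. In cells thinned to equal depth, Arg1 rose from 19.4 to 20.1, Socs2 from 2.31 to 5.33 and Klf4 from 1.90 to 3.52. In the same cells Chil3 went from 34.1 to 6.93. With scaling to library size, Socs2 rose from 3.97 to 10.7 and Klf4 from 3.32 to 5.52. Arg1 was not among the 11 inhibited IL-4 UCGs that rose with that scaling. The log2 ratio of co-stimulated over IL-4 cells was -2.63 for Socs2.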

IL-4-induced genes exhibiting increased noise included canonical genes like *Arg1* and *Socs2*, as well as transcription factors associated with promoting anti-inflammatory phenotypes like *Mafb* and *Klf4* (Fig. 2e, right)^27,28^. Altogether, these results suggest extensive transcriptional cross-regulation between the LPS+IFN-γ and IL-4 core gene programs that are gene-specific and that vary substantially from cell to cell.

We next asked whether cross-inhibited genes were enriched for pathways regulating certain cellular functions. The set of cross-inhibited genes from each single-stimulus program was analyzed using Ingenuity Pathway Analysis (IPA) to determine what cell functions are most sensitive to inhibition by co-stimulation (Supplementary Fig. 2d). LPS+IFN-γ-induced genes that were inhibited by co-stimulation were significantly enriched for pathways involved in communication between innate and adaptive immune cells and regulation of cytokine production, consistent with the targets identified in the noise analysis. IL-4-induced genes subject to inhibition by co-stimulation were enriched for STAT3 and JAK2 in hormone-like cytokine signaling, although the results were less significant than for LPS+IFN-γ. Altogether, the IPA result suggested that important functions typically stimulated by LPS+IFN-γ or IL-4, including secretion of cytokines and chemokines and STAT3 signaling, are inhibited by co-stimulation.

### Machine learning classifies some co-stimulated cells as single stimulus

The extensive cell-to-cell heterogeneity and negative correlations between LPS+IFN-γ and IL-4 observed in single cells suggest that some macrophages might selectively express sets of LPS+IFN-γ-induced or IL-4-induced genes despite having been stimulated by both cues. To explore this hypothesis, we isolated the co-stimulated cells and performed dimensionality reduction using UMAP to visualize distinct clusters of cells after co-stimulation. We then calculated a combined gene-expression score for the unique core genes (UCGs) induced by LPS+IFN-γ or IL-4 for each single cell. 

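A score was computed for each cell and program with scanpy, as the mean of ln(normalized count + 1) over the UCGs less the mean over control genes drawn from the same expression bins. Across the 1615 co-stimulated cells, Spearman's rho between the LPS+IFN-γ and IL-4 scores was -0.292, a description of 1 library in which cells are not replicates. In the top 25% of both scores were 53 cells (3.28%, 2.47 to 4.27%), where independent scores would give 101 cells. With only the UCGs inhibited by co-stimulation, the alternative that moved rho most, it was -0.446, and 41 cells (2.54%) were in the top 25% of both. In thinned cells rho was -0.280. The scores had a rho of 0.130 (LPS+IFN-γ) and 0.144 (IL-4) with the UMIs per cell.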

When we overlaid these scores on the UMAP plot, we observed a clear separation between the cells that had a high LPS+IFN-γ UCG score and the cells that had a high IL-4 UCG score, suggesting selective expression of these gene sets by co-stimulated cells (Fig. 3a).

**Fig. 3:**
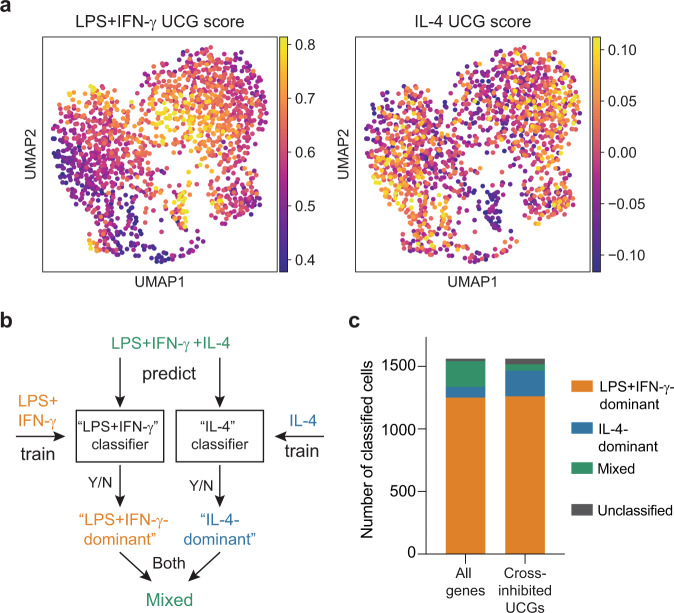
Neural network classifier suggests cross-inhibited genes are selectively expressed in single cells after co-stimulation. **a** UMAP visualization of co-stimulated single cells, colored by the expression score of LPS+IFN-γ (left), or IL-4 (right) UCGs. **b** Schematic of the neural network classifiers built to categorize cells as LPS+IFN-γ-dominant, IL-4-dominant or Mixed. **c** Results of the neural network classification of the transcriptional state of co-stimulated cells. Bars represent the number of cells identified as LPS+IFN-γ-dominant (yellow); IL-4-dominant (blue); mixed (green); or unclassified (gray). The classifiers were trained on either all genes or UCGs that displayed cross-inhibition after co-stimulation. Source data are provided as a Source Data file.

To further explore the expression state of co-stimulated cells, we next used a neural network (NN) to classify our co-stimulated cells into LPS+IFN-γ, IL-4, or mixed cell states. Specifically, we trained two separate classifiers on expression data from cells stimulated with LPS+IFN-γ alone and IL-4 alone in order to identify these single-stimulation signatures (Fig. 3b). We then used both classifiers to predict the cell states of our co-stimulated cells, which could be classified as LPS+IFN-γ-dominant, IL-4-dominant, mixed (i.e., positive prediction by both classifiers), or unclassified (i.e., negative prediction by both classifiers). We first trained the NN classifiers using the full transcriptome. In this case, the NN predicted that most cells were dominated by the LPS+IFN-γ gene program, with a few cells exhibiting a mixed state and almost no cells exhibiting an IL-4-dominant signature (Fig. 3c). However, when we restricted our training set to UCGs cross-inhibited with co-stimulation and trained a new set of NN classifiers, the number of co-stimulated cells classified as exhibiting a mixed state was reduced and a fraction of cells exhibiting an IL-4-dominant state emerged (Fig. 3c). 

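A pair of classifiers, each a multilayer perceptron with tanh activation and hidden layers of 100, 50 and 25 units, was trained on 80% of the LPS+IFN-γ and IL-4 cells, with 20% kept for testing. The paper's text does not give the layer sizes. Training was repeated from 20 random starts, and a cell took a class from a probability of 0.5 of each classifier. With ln(normalized count + 1) of all 17374 detected genes as input, the median over starts was 99.6% of co-stimulated cells classified as LPS+IFN-γ-dominant, between 99.4 and 99.8% across starts. The medians were 0.217% IL-4-dominant, 0.0619% mixed and 0.0310% unclassified. The median test accuracy was 99.8% for LPS+IFN-γ and 99.9% for IL-4, but in 5 of the starts a classifier stayed under 90%, with a lowest value of 55.4%. Over the other 15 starts the medians were 99.6% LPS+IFN-γ-dominant, 0.248% IL-4-dominant and 0.0619% mixed. That limit was set after the accuracies were seen. Control cells, which were not in the training, were classified as IL-4-dominant at a median of 100%, so the IL-4 class here covers cells that lack the LPS+IFN-γ program. Standardizing each gene, the alternative that moved these shares most, gave 97.6% LPS+IFN-γ-dominant, 1.67% IL-4-dominant and 0.433% mixed.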

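With the 462 UCGs inhibited by co-stimulation as input, the median over starts was 98.0% of co-stimulated cells LPS+IFN-γ-dominant, between 97.3 and 99.2% across starts. The IL-4-dominant share was 0.898%, between 0.310 and 1.49% across starts. The mixed share was 0.526% and the unclassified share 0.310%, and these reached 1.55% and 1.80% in the highest start. The lowest test accuracy in any start was 99.7%. Of control cells, a median of 99.8% were classified as IL-4-dominant.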

In fact, the fractions of co-stimulated cells classified as LPS+IFN-γ-dominant or IL-4-dominant were both substantially larger than the mixed and unclassified fractions. 

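The classes from inhibited UCGs moved with the treatment of the inputs and of control cells. With each gene standardized, the medians were 84.6% LPS+IFN-γ-dominant, 10.3% IL-4-dominant, 1.98% mixed and 3.22% unclassified. With control cells added as negatives of both classifiers, they were 92.2% LPS+IFN-γ-dominant, 0.0310% IL-4-dominant, 0% mixed and 7.80% unclassified. The IL-4-dominant share was therefore below the unclassified share once control cells were among the negatives.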

When plotting the classification results back onto the UMAP representation, the cells classified as LPS+IFN-γ-dominant or IL-4-dominant were the same cells that had high LPS+IFN-γ or IL-4 UCG scores, respectively (Supplementary Fig. 3). Together, these results suggest that a subset of co-stimulated macrophages behave as if responding to only one stimulus for negatively cross-regulated transcriptional programs.

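Each co-stimulated cell was given its commonest class over the starts with inhibited UCGs as input, and 1532 of the 1615 cells (94.9%) had the same class in every start. The 1596 LPS+IFN-γ-dominant cells had a median LPS+IFN-γ UCG score of 0.645 and a median IL-4 UCG score of 0.0327. The 16 IL-4-dominant cells had medians of 0.425 and 0.142, and the 3 mixed cells had medians of 0.494 and 0.0982.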

### *Il6* and *Il12b* are expressed orthogonally with *Arg1* in single cells

Negative cross-regulation has the potential to create specialized functions within a subset of macrophages. If cross-regulation between two genes is strong, then these genes would not be anti-correlated but rather would be orthogonally expressed (i.e., the presence of gene A would significantly reduce the probability of expressing gene B such that they would not be expressed together). This expression pattern may be exacerbated in scRNA-seq data for genes with low transcript numbers due to dropout^29^. To quantify orthogonal expression, we expressed the scRNA-seq data as binary data with a threshold of 2 detected transcripts (see “Methods” section) and calculated the odds ratio between all pairwise combinations of downregulated genes. The odds ratio is the ratio of the odds of expressing A in the presence of B to the odds of expressing A in the absence of B. If the log of the odds ratio is negative, then the presence of B decreases the likelihood of A and is more likely to exhibit orthogonal gene expression.

We found that genes exhibiting significant negative odds ratios were relatively few, and were more likely to be observed between core genes upregulated by LPS+IFN-γ versus IL-4 than between core genes of the same program (Fig. 4a). 

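A cell counted as positive for a gene at 2 or more normalized counts. For each program, the 50 UCGs with the largest reduction by co-stimulation were taken among those with a UMI in at least 15% of single-stimulus cells. The odds ratio of each pair was computed across the 1615 co-stimulated cells with its exact conditional 95% interval. Of 2500 cross-program pairs, 19 (0.760%) had an interval below 1 and 73 (2.92%) an interval above 1. Of 2450 pairs within a program, 11 (0.449%) had an interval below 1 and 354 an interval above 1. The programs differed, with 10 of 1225 LPS+IFN-γ pairs (0.816%) and 1 of 1225 IL-4 pairs (0.0816%) below 1. The share below 1 was thus lower than across programs only for IL-4 pairs. The 50 IL-4 UCGs were rarely positive, with Cd300lb the highest at 8.36% of co-stimulated cells. Most IL-4 pairs therefore had too few expected double-positive cells for an interval to fall below 1. Their low share cannot be read as a difference between the programs. When the positive calls were shuffled among cells of similar depth, 100 shuffles gave a median of 8 cross-program intervals below 1, with 20 at most, and a median of 27.5 above 1, with 48 at most. With 1 or more UMIs as the limit for a positive cell, which raised the share above 1 most, 29 cross-program intervals (1.16%) were below 1 and 201 (8.04%) above. In thinned cells at 2 or more UMIs, which lowered that share most, 18 (0.72%) were below 1 and 21 (0.84%) above. With 100 genes per program, which moved the cross-program share below 1 most, it was 1.17%. Among the 189 cross-program pairs with at least 10 double-positive cells expected under independence, 11 intervals were below 1 and 8 above. The 5 lowest odds ratios among these were 0.178 for Cd69 and Plk3, 0.205 for Cxcl10 and Socs2, 0.240 for Cxcl10 and Plk3, 0.266 for Ccrl2 and Socs2 and 0.348 for Nfkbiz and Rab15. The interval of Cxcl10 and Plk3 (0.0510 to 2.28) held 1.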

We noted that transcripts for the T-cell-polarizing cytokines *Il6* and *Il12b* had negative odds ratios with *Arg1* (Fig. 4a). 

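Of the 1615 co-stimulated cells, 74 (4.58%, 3.61 to 5.72%) were positive for both Il6 and Arg1, where independence would give 106. Il6 alone was positive in 294 cells, Arg1 alone in 391 and neither in 856, an odds ratio of 0.551 (0.410 to 0.735). For Il12b and Arg1 there were 34 double-positive cells (2.11%, 1.46 to 2.93%) against 63.3 under independence, and the odds ratio was 0.409 (0.270 to 0.604). Both values rest on the limit for a positive cell. With 1 or more UMIs, the alternative that moved them most, the odds ratios were 0.963 (0.786 to 1.18) and 0.853 (0.674 to 1.08), with intervals that hold 1. Combined over deciles of depth by the Mantel-Haenszel method, they were 0.567 (0.426 to 0.754) and 0.416 (0.284 to 0.610). The pair of Il6 and Il12b had an odds ratio of 3.93 (2.89 to 5.34).

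**Figure D3:**
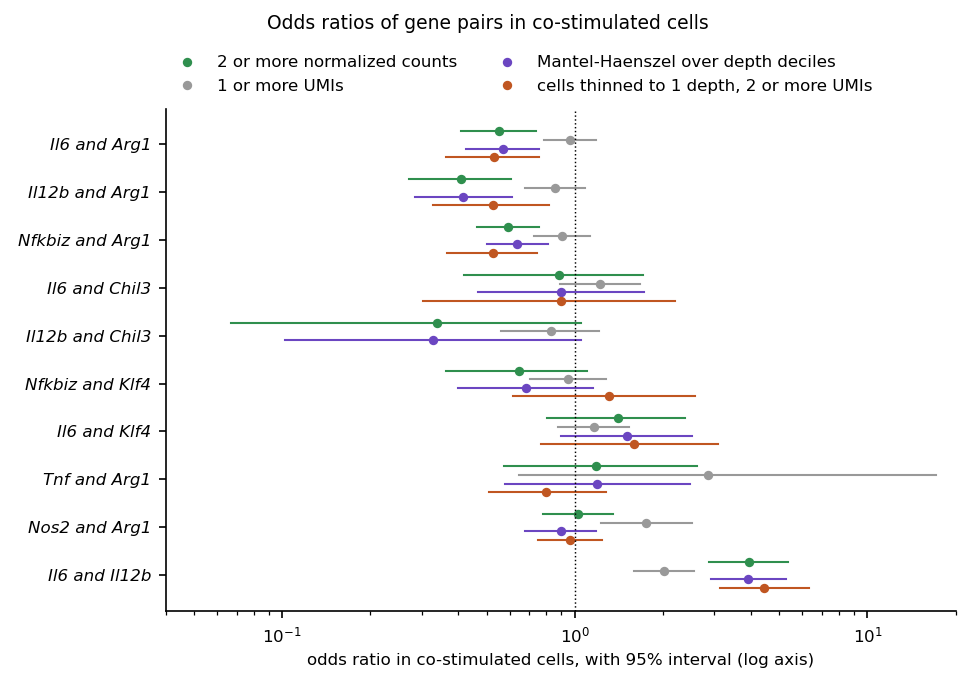
Odds ratios of gene pairs across co-stimulated cells on a log axis, with 95% intervals that cover counting error only, for 4 ways of calling a cell positive or of handling depth. The value of Il6 and Arg1 goes from 0.551 at 2 or more normalized counts to 0.963 at 1 or more UMIs, and that of Il12b and Chil3 in thinned cells is 0 and off the axis.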

To confirm the orthogonal expression of these two pathways, we plotted the sc-RNAseq expression for *Il6* and *Il12b* against *Arg1* across all conditions (Fig. 4b). 

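In the LPS+IFN-γ library, 58.2% of cells were positive for Il6 and 49.1% for Il12b at 2 or more normalized counts, and 0.634% for Arg1. In the IL-4 library, 69.2% of cells were positive for Arg1 and none of 1392 for Il6 or Il12b. In control cells, 0.275% were positive for Arg1. At the higher limit of 3 or more normalized counts, 42 co-stimulated cells held both Il6 and Arg1, an odds ratio of 0.475 (0.326 to 0.678), and 23 held both Il12b and Arg1, an odds ratio of 0.382 (0.232 to 0.604). In thinned cells at 2 or more UMIs, the odds ratios were 0.527 (0.362 to 0.755) and 0.526 (0.327 to 0.819).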

Plotting single-cell expression of these transcripts revealed a striking orthogonal expression pattern: cells with high levels of *Il6* or *Il12b* had no or very low expression of *Arg1*, and vice versa (Fig. 4b). Orthogonal expression with *Il12b* and *Il6* was also observed with the IL-4-associated target *Chil3* (Supplementary Fig. 4a). Thus, it appears that select LPS+IFN-γ and IL-4 targets are rarely expressed coincidentally in the same individual cell.

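Chil3 was positive in 3.59% of co-stimulated, 4.27% of LPS+IFN-γ, 7.11% of IL-4 and 1.32% of control cells. In co-stimulated cells, Il6 and Chil3 were both positive in 12 cells, where independence would give 13.2. The odds ratio was 0.880 (0.420 to 1.71). Il12b and Chil3 were both positive in 3 cells against 7.90 under independence, an odds ratio of 0.337 (0.0668 to 1.05). Both intervals hold 1. For Il12b and Chil3 the interval lay below 1 in thinned cells, where no cell held both (up to 0.811), at 3 or more normalized counts (0.158, up to 0.941) and with all barcodes (0.316, up to 0.985). It held 1 at 1 or more UMIs (0.832, 0.560 to 1.21). Arg1 and Chil3, which share a program, had an odds ratio of 0.706 (0.346 to 1.35).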

**Fig. 4:**
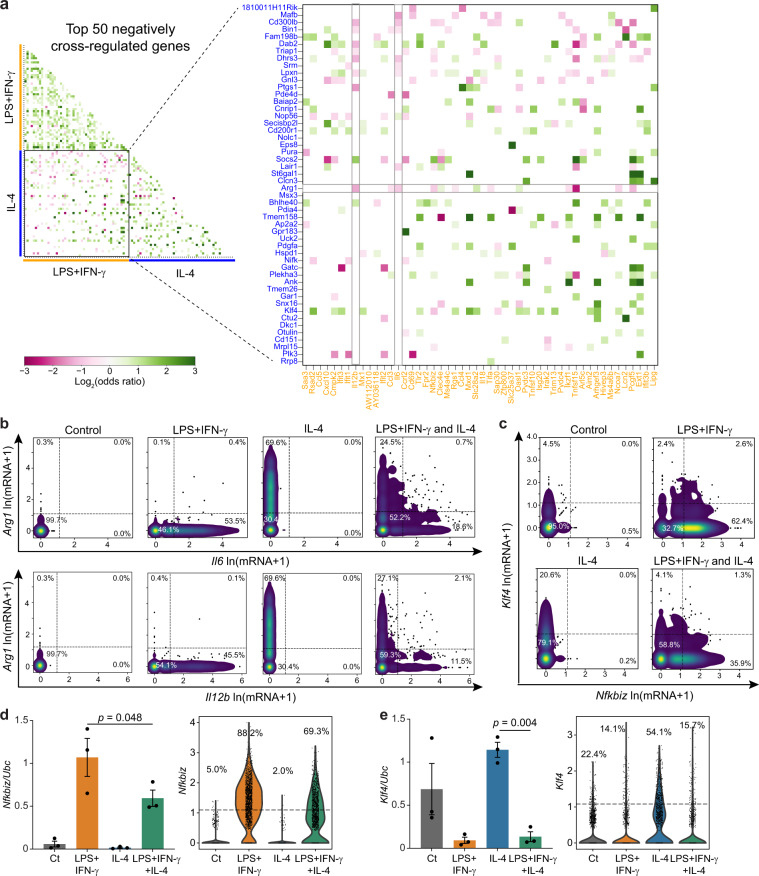
*Il6* and *Il12b* and their TF gene *Nfkbiz* are expressed orthogonally with *Arg1* and its TF gene *Klf4*. **a** Pairwise odds ratios for the top 50 downregulated genes in the LPS+IFN-γ (yellow) and IL-4 (blue) core gene programs measured in co-stimulated cells. Data are presented as the log2(odds ratio). The color bar indicates the strength and magnitude of the association. Odds ratios with a *p*-value > 0.05 (determined by two-sided Fisher’s exact test) are set to 0. **b**, **c** Density scatter plots of scRNA-seq transcript counts across individual cells for *Arg1* vs. *Il6* (**b**; top) and *Il12b* (**b**; bottom) and *Klf4* vs. *Nfkbiz* (**c**). Data are represented as ln(transcript count +1). **d**, **e** Population RT-qPCR measurements (left) and violin plots of scRNA-seq measurements (right) of *Nfkbiz* (**d**) and *Klf4* (**e**) after stimulation for 6 h with media alone, LPS+IFN-γ, IL-4, or both. Population mRNA levels are presented relative to those of the control gene *Ubc* (mean ± SEM, *n* = 3 biological replicates). Two-sided one-way ANOVA with Sidak correction for multiple comparisons. Single-cell data is presented as the ln(transcript count +1) from a single experiment. Source data are provided as a Source Data file.

We next looked for transcription factors (TFs) related to these targets that might play a role in selective expression. 

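In co-stimulated cells, Nfkbiz and Arg1 were both positive in 126 cells, where independence would give 164, and the odds ratio was 0.593 (0.464 to 0.756). Over deciles of depth it was 0.636 (0.499 to 0.809), and in thinned cells 0.525 (0.364 to 0.743). With 2 or more raw UMIs as the limit it was 0.866 (0.698 to 1.07), and with 1 or more UMIs 0.903 (0.726 to 1.12), intervals that hold 1.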

We observed that *Nfkbiz*, a positive TF for the secondary response genes *Il6* and *Il12b*^19^, also had a negative odds ratio with *Arg1*, suggesting that this pathway may be orthogonally regulated with the *Arg1* pathway (Fig. 4a). 

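Nfkbiz and Klf4 were both positive in 20 co-stimulated cells, where independence would give 26.8. Nfkbiz alone was positive in 549 cells, Klf4 alone in 56 and neither in 990. The odds ratio was 0.644 (0.362 to 1.104), an interval that holds 1. In thinned cells it changed direction to 1.31 (0.617 to 2.57). In the LPS+IFN-γ library the same pair had an odds ratio of 0.595 (0.394 to 0.909). Klf4 had an odds ratio of 1.40 (0.802 to 2.38) with Il6 and of 0.845 (0.365 to 1.74) with Il12b in co-stimulated cells.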

In support of this hypothesis, *Nfkbiz* had a negative odds ratio with *Klf4*, a positive TF for *Arg1* and *Chil3* that also negatively regulates LPS-stimulated proinflammatory genes (Fig. 4a, c)^28^. Importantly, we previously noted that *Nfkbiz* and *Klf4* are TFs that are subject to negative cross-regulation and increase their noise after co-stimulation (Fig. 2e). 

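Nfkbiz had 3198 (3088 to 3311) UMIs in the co-stimulated and 6321 (6166 to 6479) in the LPS+IFN-γ library, and the log2 ratio of its mean normalized counts was -1.31. Klf4 (ENSMUSG00000003032, chromosome 4 from 55527143 to 55532466) had 720 (668 to 775) UMIs in the co-stimulated and 1649 (1570.4 to 1731) in the IL-4 library, a log2 ratio of -1.73. A Klf4 UMI was found in 53.9% of IL-4, 15.8% of co-stimulated, 14.2% of LPS+IFN-γ and 22.6% of control cells, and after thinning in 42.1%, 8.12%, 9.50% and 14.4%. For Nfkbiz the shares were 87.7% in LPS+IFN-γ, 69.2% in co-stimulated and 5.23% in control cells, and after thinning 76.7%, 45.6% and 3.46%.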

We then measured the expression of these TFs by RT-qPCR in a cell population and confirmed that *Nfkbiz* and *Klf4* are inhibited after co-stimulation (Fig. 4d, e). Together these results suggest that macrophages co-stimulated with LPS+IFN-γ and IL-4 may orthogonally express the TFs *Nfkbiz* and *Klf4*, resulting in orthogonal expression of *Arg1* and *Chil3* versus the secondary cytokine genes *Il6* and *Il12b*.

We did not observe orthogonal expression with *Arg1* or *Klf4* for transcripts encoding primary cytokines and chemokines including *Ccl5* and *Tnf* (Supplementary Fig. 4b). This is consistent with the fact that the expression of *Tnf* and other primary genes is *Nfkbiz*-independent^26,30^. 

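Ccl5 was positive in every co-stimulated cell, so no odds ratio could be computed for it. Tnf was positive in 97.3% of co-stimulated cells, which leaves few negative cells to compare. Its odds ratio was 1.18 (0.574 to 2.62) with Arg1 and 2.104 (0.347 to 86.2) with Klf4. In thinned cells these were 0.799 (0.508 to 1.28) and 0.557 (0.230 to 1.63), on the other side of 1 but with intervals that hold it. Nos2 had an odds ratio of 1.02 (0.779 to 1.35) with Arg1 and of 1.26 (0.677 to 2.53) with Klf4. At lower limits some intervals lay above 1. With 1 or more UMIs, Nos2 had an odds ratio of 1.75 (1.22 to 2.51) with Arg1 and of 1.87 (1.05 to 3.57) with Klf4. With 2 or more raw UMIs, the odds ratio with Arg1 was 1.47 (1.09 to 2.01) for Nos2 and 3.34 (1.29 to 10.99) for Tnf. These limits do not adjust for depth. For Nos2 and Arg1 the odds ratio was 0.895 (0.678 to 1.18) over deciles of depth and 0.962 (0.750 to 1.24) in thinned cells. For Nos2 and Klf4 it was 1.15 (0.616 to 2.13) and 1.59 (0.823 to 3.27). All of these intervals with depth handled hold 1. From its results overall, the paper proposes that co-stimulated macrophages specialize in transcripts of Arg1 and Chil3 versus Il6 and Il12b, but not of primary secreted cytokines and chemokines, at least partially through heterogeneous regulation of Klf4 and Nfkbiz expression.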

Overall, our results strongly suggest that co-stimulated macrophages specialize in the production of transcripts for *Arg1* and *Chil3* versus *Il6* and *Il12b*, but not primary secreted cytokines/chemokines, at least partially through the heterogeneous regulation of *Klf4* and *Nfkbiz* expression.

### Orthogonal transcription leads to subsets with specialized secretion

Although our results demonstrate orthogonal expression of *Klf4* and *Nfkbiz* transcripts and their targets *Arg1* and *Chil3* or *Il6* and *Il12b*, respectively, in LPS+IFN-γ and IL-4 co-stimulated macrophages at 6 h, it is unclear whether this specialization is sustained long enough to direct macrophages to have distinct functions. To explore this possibility, we used a multiplexed single-cell secretion assay that we previously used to measure the heterogeneity of LPS-stimulated macrophages^16,31^. We stimulated BMDMs cultured in the single-cell device with LPS+IFN-γ, IL-4, or a combination of LPS+IFN-γ+IL-4, and captured the secretion of 11 different proteins for 48 h to obtain an integrative measurement of the final secretion state for each macrophage. We measured a combination of inflammatory secreted proteins including TNF, CCL5, IL-6, and IL-12p40. Because Arg1 is not secreted, we measured Chi3l3 (the protein product of *Chil3*) as the primary secreted protein in response to IL-4 stimulation.

After 48 h of co-stimulation, we observed orthogonal secretion of IL-6 and IL-12p40 and the IL-4-induced marker Chi3l3 (Fig. 5a), similar to what we observed at the transcript level at 6 h. Indeed, we found very few cells that co-secreted IL-6 and Chi3l3 or IL-12p40 and Chi3l3 (Fig. 5b, green). This orthogonal behavior was not observed between CCL5 and Chi3l3 or TNF and Chi3l3 (Supplementary Fig. 5a), consistent with the scRNA-seq results (Supplementary Fig. 5b). To verify orthogonal secretion, we calculated the odds ratio between all pairwise combinations of secreted proteins in co-stimulated cells to measure whether the secretion of a given protein is more, less, or as likely in a single cell when that cell is secreting the paired protein. We observed that the only pair of proteins with a negative log_2_(odds ratio) was IL-6 and Chi3l3 (odds ratio = 0.44 and log_2_(odds ratio) = −1.2), indicating that if a cell is secreting IL-6, the odds of that cell also secreting Chi3l3 are 56% lower than the odds of secreting Chi3l3 when IL-6 is not being secreted (Fig. 5c). These data demonstrate that the specialization observed in transcription at 6 h is maintained for secretion at 48 h, such that co-stimulated cells either secrete IL-6 and IL-12p40 or Chi3l3.

**Fig. 5:**
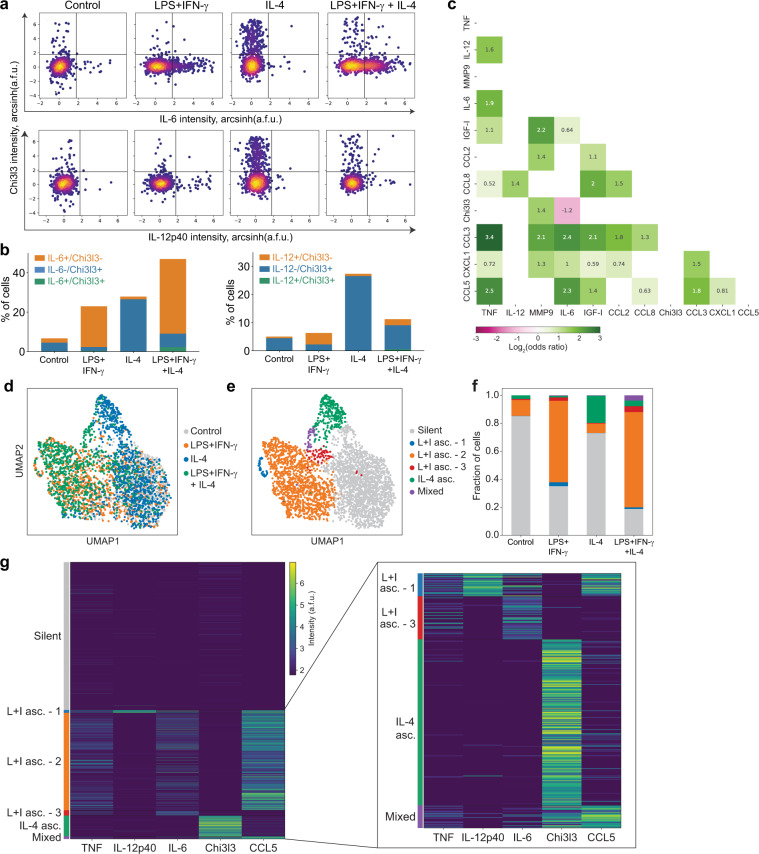
Single-cell secretion assay identifies long-term specialization in co-stimulated cells. A multiplexed single-cell secretion assay was used to measure cytokine/chemokine production in individual BMDMs stimulated for 48 h with media alone, 10 ng/ml LPS + 10 ng/ml IFN-γ, 100 ng/ml IL-4, or both. **a** Density scatter plots of single-cell secretion intensity (a.f.u.) across individual cells for Chi3l3 vs IL-6 (top) and Chi3l3 vs IL-12p40 (bottom). **b** Quantification of single- and double-positive cells after co-stimulation for Chi3l3 and IL-12p40 (left) and Chi3l3 and IL-6 (right). **c** Pairwise odds ratios for all secreted proteins measured in co-stimulated cells. Data are presented as the log_2_(odds ratio). The color bar indicates the direction and magnitude of the association. Odds ratios with an associated *p*-value > 0.05 (determined by two-sided Fisher’s exact test) are set to 0. **d-e** UMAP visualization of single-cell secretion data for 5 proteins (Chi3l3, CCL5, IL-6, IL-12p40, and TNFα), colored by stimulation (**d**) or consensus cluster (**e**). **f** Quantification of the fraction of cells present in each consensus cluster identified by ensemble clustering. **g** Heatmap of secretion profiles for the five secreted proteins in **d** grouped by consensus cluster. Inset is a magnified version of the smaller clusters. All single-cell secretion data presented is pooled from two biological replicates. L + I asc. LPS + IFN-γ-associated; IL-4 asc. IL-4-associated. Source data are provided as a Source Data file.

Finally, we explored the extent to which subsets of co-stimulated macrophages showed secretion programs skewed towards LPS+IFN-γ versus IL-4 stimulation. To test this, we performed dimensionality reduction and unsupervised ensemble clustering^32^ on five proteins distinguishing LPS+IFN-γ- and IL-4-stimulated cells in the single-cell secretion data set (specifically: TNF, CCL5, IL-6, IL-12p40, and Chi3l3). We found that the cells stimulated with individual stimuli divided into two separate branches in the low-dimensional UMAP projection, while the co-stimulated cells spread across these two branches (Fig. 5d). Clustering analysis revealed that all conditions contained a cluster of silent cells with low secretion of all proteins (Fig. 5e–g). Additionally, cells stimulated with LPS+IFN-γ contained clusters of cells secreting a combination of TNF, IL-12p40, IL-6, and CCL5 (Fig. 5e–g). Cells stimulated with IL-4 were composed of mostly silent cells, as well as a distinct cluster secreting only Chi3l3 (Fig. 5e–g). Co-stimulated cells were composed of a distribution of the three LPS+IFN-γ-associated clusters and the IL-4-associated cluster, as well as a small mixed cluster with cells co-secreting Chi3l3, CCL5, and TNF (Fig. 5e–g). Overall, we conclude that for secretion, a majority of macrophages co-stimulated with LPS+IFN-γ and IL-4 exhibit secretion profiles consistent with only one of these stimuli.

## Discussion

Macrophages exhibit diverse polarization states in vivo in response to complex cues in their microenvironments, but our understanding of how individual macrophages respond to simultaneous cues is limited. In this study, we used a combination of population and single-cell measurements and computational analyses to explore how macrophages respond when simultaneously presented with LPS+IFN-γ and IL-4. We found that while co-stimulated macrophages displayed a distinct global transcriptional program, variable negative cross-regulation between some LPS+IFN-γ- and IL-4-stimulated gene programs resulted in significant cell-to-cell variability, such that some co-stimulated macrophages are skewed towards one of the two transcriptional programs. In particular, our results suggest that negative cross-regulation by the TFs *Klf4* and *Nfkbiz* leads to the orthogonal expression of the secondary Th1 cytokines *Il6* and *Il12b* with *Arg1* and *Chil3*, and that this results in macrophages with specialized secretion functions that are maintained for at least 48 h.

To further explore this diversification, we used a combination of correlation analysis, neural network classifiers, and dimensionality reduction to examine the cell state of co-stimulated cells. We found that the polarization state identified by these analyses was dependent on the transcriptional program analyzed. When looking at a global transcriptional state, most cells are classified as mixed cells; however, when we looked at genes induced by LPS+IFN-γ that are susceptible to cross-inhibition, a subset of co-stimulated cells appeared more specialized. Indeed, we show that some of the most widely accepted markers for M1-like and M2-like polarization states can classify co-stimulated cells as specialized, whereas others would classify as mixed. Thus, in agreement with previous reports, our results argue that overall polarization is better understood as a spectrum; however, our results add the insight that negative cross-regulation significantly reduces the probability that individual macrophages exhibit an intermediate state in this spectrum for a subset of gene programs^3,4^. This gene set-dependent classification may partially explain the difficulty in assigning polarization states in vivo—indeed, many studies find contradicting results when trying to identify the polarization state of many tissue-resident macrophages^33,34^.

Our observation that the TFs *Klf4* and *Nfkbiz* are orthogonally expressed suggests a regulatory mechanism for the specialization of IL-6 and IL-12p40 secretion versus Chi3l3 secretion. *Klf4* is an example of a macrophage-specific TF that regulates specialized gene programs^35^. Based on sequence analysis, there is a binding site for *Klf4* on the promoter of *Nfkbiz*^35^, and thus it is possible that *Klf4* directly negatively regulates *Nfkbiz* upon co-stimulation. Recent work by Piccolo *et al*. identified several transcriptional and epigenetic mechanisms that regulate the integration of IFN-γ and IL-4 signals and are responsible for their cross-regulation^14^. Furthermore, recent developments in single-cell epigenetic measurements have identified how cell-to-cell variation can be encoded via chromatin accessibility and can direct complex biological decisions like hematopoietic differentiation^33,34^. Future work focused on measuring differences in the accessibility of distinct promoters might explain the observed specialization and help to determine whether these partially specialized cells exist in a predisposed state before stimulation, or if the specialization is imposed and reinforced after receiving the stimuli.

Macrophage-secreted cytokines and chemokines are essential for coordinating the immune response in complex tissue microenvironments. We observed nearly orthogonal secretion of IL-4-stimulated Chi3l3 and LPS+IFN-γ-stimulated IL-6 and IL-12p40 (Fig. 5a), which are essential cytokines for inducing T-cell polarization^35^. The observed diversification of single macrophages across a range of secretion programs, when presented with opposing cues, may enable macrophages to more quickly adapt to changing environments. This concept of “bet-hedging” has been described in many multi-cellular systems as a way to increase the robustness of the population, including bacterial responses to resource availability as well as mammalian diversification of NF-κB signaling or T-cell activation^36–38^. It is possible that macrophages display this partial specialization as a way to execute the dynamic nature of immune responses, such as the quick transition observed during the resolution of inflammation, where macrophages have to coordinate a successful change from an anti-microbial to a tissue-repair phenotype. Indeed, the ability of macrophages to quickly adapt to changing environments has been exploited to design therapies that induce anti-tumor immunity in melanoma^19^.

There are several limitations to our study. First, we chose to measure single-cell transcription at 6 h and at a single dose chosen to balance the response dynamics of LPS+IFN-γ and IL-4 and the extent of negative regulation upon co-stimulation (Supplementary Fig. 1a, b). However, shorter or longer times after stimulation and different dose combinations will likely reveal additional aspects of macrophage response heterogeneity, as has been previously demonstrated^39^. In addition, we differentiated monocytes with M-CSF, and we observed underlying heterogeneity in these control populations prior to subsequent stimulation (Fig. 1c, control). Other studies have differentiated monocytes with GM-CSF, and in these cases, the resulting cell populations were also complex and heterogeneous^40^. Thus, preexisting heterogeneity resulting from macrophage differentiation will affect the observed responses to subsequent cues. Given these qualifications, our study represents only a starting point; many additional conditions will need to be explored to fully appreciate the heterogeneity in macrophage responses.

The single-cell response of BMDMs to co-stimulation with LPS+IFN-γ and IL-4 has important implications for understanding macrophage responses to complex cues that co-exist in vivo. Our results contribute to growing evidence that individual macrophages distinctly process combinatorial environmental cues^39,41^. In all these cases, variability in the intracellular networks was the primary source of heterogeneity explored. However, other studies have identified the importance of paracrine and autocrine signals in regulating macrophage polarization and heterogeneity^16,42,43^. For example, induction of the classical M2-associated gene *Arg1* during mycobacterial infection is regulated by autocrine–paracrine signaling, suggesting that autocrine and paracrine signaling networks could further regulate mixed and specialized subpopulations of macrophages^44,45^.

Finally, the various contributors to heterogeneity in vivo are not yet clear. Due to the limited diffusion distances and communication capacity of in vivo settings, it has become apparent that macrophage heterogeneity in the body is at least partially explained by the local microenvironment around individual macrophages^16,17^. For example, different locations within tumor microenvironments can induce functionally distinct macrophages that are important in regulating disease progression^19,46^. It is, therefore, possible that in vivo, some of the observed heterogeneity and specialization is location dependent. In addition to genetic and local regulation, recent work has highlighted how metabolic state and circadian rhythm have profound effects on macrophage functions^47–49^. It is possible that differences in metabolic states and molecular clocks help generate the diversity required to induce partially specialized macrophages after co-stimulation. Thus, determining the relative importance of non-genetic cell-to-cell heterogeneity vs. other in vivo factors will be an important future direction.

## Methods

### Mice and cell culture

Male or female C57BL/6J mice 6–8 weeks of age were purchased from Jackson Laboratories. Mice were housed at room temperature according to the standard housing conditions of the Yale Animal Resources Center for one week before bone marrow extraction. Bone marrow-derived macrophages were generated as previously described^50^. Briefly, bone marrow was extracted from the hind legs of the mouse with a syringe. After red blood cell lysis with ammonium-chloride-potassium lysis buffer (Lonza), cells were incubated for 4 h at 37 °C with 5% CO_2_ in a non-tissue culture (TC) treated plastic petri dish with BMDM media (RPMI supplemented with 10% FBS, 100 U/ml penicillin, 100 μg/ml streptomycin, 1% sodium pyruvate, 25 mM HEPES buffer, 2 mM l-glutamine, and 50 μM 2-mercaptoethanol). After 4 h, the non-adherent cells were transferred to a new petri dish and incubated with BMDM media + 20 ng/ml macrophage-colony stimulating factor (M-CSF; Peprotech). After 3 days, an additional 10 ml of BMDM media + 20 ng/ml M-CSF was added to the plate. 6 days after plating, cells were harvested in PBS + 5 mM EDTA with gentle scraping, and the cell suspension was used to seed new non-TC treated dishes or microwell devices. All mice were housed in the Yale Animal Resources Center in specific pathogen-free conditions. All animal experiments were performed according to the approved protocols of the Yale University Institutional Animal Care and Use Committee.

### In vitro BMDM experiments

BMDMs were plated and stimulated in BMDM media + 10 ng/ml M-CSF. Cells were plated in non-TC treated 6- or 12-well plates (Falcon) at a density of 100,000 cells/cm^2^ and allowed to adhere overnight. Cells were then stimulated at the indicated doses and times using LPS (Invivogen), IFN-γ (Peprotech), and/or IL-4 (Peprotech).

### Quantification of secretion in population

To measure secretion in populations of cells, supernatant from stimulated BMDMs was collected and stored at 4 °C for no more than a week. Secreted protein levels were measured using enzyme-linked immunosorbent assay (ELISA) kits according to the manufacturer’s recommendations. Each ELISA kit reference number and manufacturer are listed in Supplementary Table 1.

### RT-qPCR

RT-qPCR was performed as previously described^51^. Briefly, RNA was extracted using the RNEasy Mini Kit (Qiagen). Genomic DNA was removed on-column with RNase-free DNase (Qiagen) or with the TURBO DNA-free kit (Ambion), and complementary DNA (cDNA) was synthesized using a dT oligo primer and Superscript III RT (Invitrogen). After dilution in nuclease-free water, cDNA was quantified using SYBR-green for quantitative reverse transcription-polymerase chain reaction on a CFX Connect Real-Time System (Bio-Rad) with the following amplification scheme: 95 °C denaturation for 1.5 min followed by 40 cycles of 95 °C denaturation for 10 s, 65 °C annealing for 10 s, and 72 °C elongation for 45 s with a fluorescence read at the end of the elongation step. This was followed by a 65–85 °C melt-curve analysis with 0.5 °C increments. All samples were normalized to the house-keeping gene *Ubc* (ubiquitin). Primers are reported in Supplementary Table 2.

### Flow cytometry

Macrophages were lifted with gentle scraping in ice-cold PBS + 5 mM EDTA. For intracellular protein staining, cells were blocked with Fc receptor (CD16/CD32) antibody (eBioscience, clone 93) at 1:200 dilution on ice for 15 min in FACS buffer (PBS + 2% FBS). Then the cells were fixed with Cytofix/Cytoperm (BD Biosciences) and stained in 50 μl with anti-NOS2-AlexaFluor488 at 1:500 dilution (eBioscience, clone CXNFT) and anti-ARG1-APC at 1:10 dilution (R&D, polyclonal) for an hour at 4 °C. For phospho-flow, cells were fixed immediately after lifting with PhosFlow Fix buffer for 10 min at 37 °C, and subsequently permeabilized with PhosFlow Perm Buffer III for 30 min on ice (BD Biosciences). Cell suspensions were then blocked with Fc receptor antibody as above, and stained with anti-pSTAT1(Y701)-AlexaFluor488 at 1:50 (Cell Signaling Technologies, clone 58D6) and anti-pSTAT6(Y641)-AlexaFluor647 at 1:50 (Cell Signaling Technologies, clone D8S9Y). All data were acquired on an Accuri B6 flow cytometer (BD Biosciences), and analyzed with FlowJo (FlowJo, LLC). The gating strategy is shown in Supplementary Fig. 6.

### Single-cell RNA sequencing

Stimulated BMDMs were lifted in ice-cold PBS + 5 mM EDTA with gentle scraping, washed, counted, and immediately processed at low density for scRNA-seq using the 10× platform (10× Genomics). Library construction and sequencing were performed by the Yale Center for Genomic Analysis according to the manufacturer’s recommendations.

### scRNA-seq analysis

The sequencing data were processed using the standard cellranger pipeline (10× Genomics). Further downstream analysis was performed using the Python package scanpy^52^. Cells were filtered for quality control to avoid doublets and dead cells, and counts were normalized using the scran package in R in a standard processing pipeline previously described^53,54^. Dimensionality reduction and visualization were performed within the scanpy package. Correlation and odds ratio analysis were performed using custom scripts in Python. To find core genes for each polarization program, differential testing using Wilcoxon rank-sum test with Benjamini–Hochberg correction for multiple comparisons was performed to find differentially expressed genes between stimulated cells and control cells. Core genes were defined as genes with a minimum fold change of 1.5, maximum FDR of 0.05, and expressed in at least 15% of the stimulated cells. From this list of core genes, we found the UCGs that were only induced by a single stimulation, and not by both. The analysis described above relied on the following additional software packages: anndata2ri, rpy2, pandas, and seaborn.

### Microwell assay for single-cell secretion profiling

The single-cell secretion profiling experiments were performed as previously described^10,22^, with some modifications for the analysis of primary mouse BMDMs. In brief, the capture antibodies (Supplementary Table 1) were flow patterned onto epoxysilane-coated glass slides (SuperChip; ThermoFisher). The polydimethylsiloxane nanowell arrays and antibody barcode glass slides were blocked using complete BMDM media. Fully differentiated BMDMs were resuspended in complete BMDM media and 10 ng/ml M-CSF and supplemented with 125 nM of live cell marker (Calcein AM; ThermoFisher) to facilitate automatic live-cell detection. The cells were added to the device and allowed to adhere overnight. The next day, cells were stimulated and covered with the antibody barcode slide, secured with screws, and allowed to incubate for 48 h. At the end of the incubation period, the device was imaged with an automated inverted microscope (Eclipse Ti; Nikon or Axio Observer Z1; Zeiss) to record well position and cell locations. The device was then disassembled to perform the sandwich immunoassay. The glass slide was incubated with a mixture of detection antibodies (Supplementary Table 1) for 1 h, followed by incubation with 20 μg/ml streptavidin-APC (eBioscience) for 30 min, rinsed with PBS and water, and finally scanned with a Genepix 4200A scanner (Molecular Devices).

### Single-cell secretion profiling data processing

Device images were analyzed using a custom script in MATLAB (MathWorks) to automatically detect well location and number of cells per well, extract all signals from each well, and process the data (https://github.com/Miller-JensenLab/Single-Cell-Analysis). In brief, after automatic well and live-cell detection, signal image registration, and manual curation, the software automatically extracted the intensity signal from each antibody for all the nanowells in the device. The signal across the chip for each individual antibody was normalized by subtracting a moving Gaussian curve fitted to the local zero-cell well intensity levels. A secretion threshold for each antibody was then set at the 99th percentile of all normalized zero-cell wells. Finally, the data were transformed using the inverse hyperbolic sine with a cofactor set at 0.8× secretion threshold. To further visualize the data, custom Python scripts were used to generate UMAP visualizations and density scatter plots. Odds ratios were calculated using the same methods as for scRNA-seq data.

### Neural network classifier

The neural network classifier was built using the machine learning python package scikit-learn^55^. The data from the cells receiving a single stimulus was split into a training and a testing data set to build and test the classifier. A one-vs-the-rest (OvR) multilabel classifier strategy was used to enable non-mutually exclusive labels and identify mixed cells. Briefly, two multi-layer perceptron (MLP) classifiers were trained on the LPS+IFN-γ^−^ and IL-4-stimulated cells to distinguish cells stimulated with each cue. The MLPs had three hidden layers and used the hyperbolic tan function as its activation function. Then the OvR multilabel classifier was used to predict the identity of co-stimulated cells, which labeled each cell as LPS+IFN-γ-stimulated, IL-4-stimulated, both, or none (no prediction). The accuracy of each classifier was >99% and was tested using cross-validation with the single-stimuli test data.

### Ensemble clustering

Ensemble clustering was performed with the openensembles python package from the Naegle lab (https://github.com/NaegleLab/OpenEnsembles)^32,56^. Briefly, clustering was performed by sweeping across multiple clustering algorithms (Affinity Propagation, agglomerative, spectral, Birch, kmeans), across several distance and linkage metrics (average, complete, euclidean, cosine, ward, l1, and l2) and across a wide range of *k*-values (that determines the number of clusters to identify). A consensus clustering solution was found by linking the co-occurrence matrix^32,56^. Clusters with less than three cells were discarded for analysis.

### Statistics

Data were presented as mean ± SEM unless otherwise specified. Statistical analysis was generally performed by two-sided, unpaired Student’s *t*-test or one-way ANOVA and the Sidak method of correction for pairwise multiple comparisons, or as specified in the figure legends. Normal and equal distribution of variances was assumed. Values were considered significant at *P* < 0.05. All analyses were performed using Prism version 7.0 software (GraphPad) or custom python scripts.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Descriptions of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

scRNA-seq data that support the findings of this study are deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) under the accession code GSE161125. All other data supporting the findings of this study are available with the article and its supplementary information files, and from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Co-stimulation with opposing macrophage polarization cues leads to orthogonal secretion programs in individual cells
**Source:** Nat Commun. 2021 Jan 12;12:301. doi: 10.1038/s41467-020-20540-2
**Supplement:** Supplementary file 3 — Descriptions of Additional Supplementary Files

## **Descriptions of Additional Supplementary Files**

### **Supplementary Data 1**

**Description:** Associated with Fig. 1, Excel spreadsheet containing the list of upregulated and downregulated genes after stimulation with LPS+IFN- $\gamma$  or IL-4 compared to unstimulated cells.

### **Supplementary Data 2**

**Description:** associated with Fig. 5, Excel spreadsheet containing the intensity values of single-cell secretion data of macrophages stimulated for 48 hours with media alone, LPS+IFN- $\gamma$ , IL-4, or both.

How the deposited data were processed for this re-analysis (not part of the article)

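The data are scRNA-seq counts of mouse BMDMs, 6 h after the start of stimulation, with 1 library for each of the 4 conditions (control, LPS+IFN-γ, IL-4 and LPS+IFN-γ with IL-4). The authors deposited UMI counts per gene and barcode, as written by Cell Ranger for the barcodes it called as cells, without normalization. The paper's text names neither the version of Cell Ranger nor the genome build and annotation. Gene positions were taken from GENCODE vM21 on GRCm38 by gene identifier.

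Barcodes were kept when ln UMIs and ln detected genes lay within 3 MADs of the library's median and the mitochondrial share was not above the larger of 10% and the median plus 3 MADs. This kept 6558 of 6904 barcodes, and 17374 genes had a UMI in a kept cell. The fewest UMIs in a kept cell were 10604 in control, 8381 in LPS+IFN-γ, 7922 in IL-4 and 10340 in the co-stimulated library, and the most were 69281, 80949, 65218 and 78770. Among kept cells, 20 barcode sequences occurred in more than 1 library. Size factors came from scran 1.30.0 in R 4.3.3, computed over all kept cells together. The remaining steps used Python 3.11.15 with scanpy 1.11.5, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and igraph 0.11.9, and figures were drawn with matplotlib 3.10.9. Random steps used the seed 0, except that each classifier start had its own seed.

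With 1 library per condition, no test between conditions was run. Sums of UMIs and shares of cells are given with exact 95% intervals for counting error (Poisson and Clopper-Pearson). Odds ratios have exact conditional 95% intervals, except Mantel-Haenszel odds ratios, whose intervals are approximate (Robins-Breslow-Greenland). The limit that 0 counts allow is 3 counts of the total. Genes were called higher or lower by a rule of size, a ratio of mean normalized counts of at least 1.5 or at most 1/1.5 with at least 1 UMI in at least 15% of the cells of the library with the higher mean. UCGs were taken from the upregulated lists of Supplementary Data 1, which are complete, and the lists of that supplement that are held only in part were not used as sets. The genes named in the text are among those that the paper names in its results and single-cell panels, the 5 with the largest and the 5 with the smallest ratio in each comparison among genes with at least 50 UMIs, and the 5 cross-program pairs with the lowest odds ratio among pairs with at least 10 expected double-positive cells. The genes of the pairs with the lowest correlations, and some genes in the closing section, fall outside this rule. From the paper's own genes, 1 is not reported here.

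Neighbours, clusters, correlations, Fano factors, UCG scores, classifiers and odds ratios were computed as given beside each result, always within the kept cells. For the correlations, 10000 pairs of random lists were drawn, each gene replaced by 1 of its 20 nearest genes in mean expression. For the odds ratios, positive calls were shuffled 100 times within deciles of depth. Classifiers were trained from 20 random starts, and from 10 in the alternatives.

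The computations were tested on simulated data with known answers. For the rule of size on LPS+IFN-γ against control, with 15674 genes, 200 of 200 changed genes were called in their direction and 0 of 7745 unchanged genes were called. The simulated counts were scaled to library size, with equal numbers of genes raised and lowered, all widely detected. That simulation therefore does not cover the dependence on scaling seen in the data. For Fano factors in co-stimulated against LPS+IFN-γ cells, with 1000 genes, 185 of 200 genes given a wider spread were among the 200 largest rises. The simulated means were equal in both libraries, whereas the inhibited UCGs have a lower mean after co-stimulation. For odds ratios in co-stimulated cells, with 100 genes, 20 of 20 exclusive pairs had an interval below 1, as did 61 of 2480 independent pairs (2.46%). For correlations in co-stimulated cells, with 100 genes, 2500 of 2500 pairs with opposite factors were below -0.1.

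The alternatives tried were scaling to library size, no normalization, all barcodes, 5 MADs, removal of cells marked by Scrublet, other detection limits, a fold threshold of 2, the fold that scanpy reports, thinned cells, other numbers of genes, neighbours and components, other limits for a positive cell, the Mantel-Haenszel odds ratio, and other classifier inputs and layers. The secretion, flow cytometry, ELISA and RT-qPCR experiments were not analysed here, nor was the pathway analysis, which used a proprietary database.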

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

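Of the tests in this part, that of a population present before stimulation was chosen only after the result was seen.

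A group of cells rich in MHC class II transcripts stands out among genes that the paper does not discuss. Cluster 10 held 67 co-stimulated cells (4.15%, 3.23 to 5.24%) and 57 LPS+IFN-γ cells (3.29%, 2.499 to 4.238%), above the 2 control cells (0.110%) and the 1 IL-4 cell (0.0718%) in it. Its genes were picked after their values were seen. In co-stimulated cells, the mean normalized count of H2-Aa was 198 inside the cluster and 2.101 outside it, and that of Cd74 was 754 and 19.1. Lyz2 was lower inside, at 70.8 against 328, as was Csf1r, at 4.53 against 8.63. A UMI of Ccr7 was found in 23.9% of the cluster's co-stimulated cells and in 2.78% of the other co-stimulated cells, and in 66.7% of its LPS+IFN-γ cells and 5.66% of the other LPS+IFN-γ cells. Doublets are argued against, because the doublet scores of the cluster had a median at percentile 24.9 of all cells, although Scrublet itself marked too few barcodes to work as a caller. Dendritic cells may be a candidate source. Of the 4 dendritic genes listed before the test, Ccr7 was found in 44.9% of the cluster, Zbtb46 in 9.45%, Xcr1 in 7.87% and Flt3 in 3.15%, each a higher share than in any other cluster, though each was found in other clusters as well. Of the macrophage genes listed, Adgre1 was found in 74.0% of the cluster and Lyz2 in 100% at a mean of 54.2. Outside the cluster, Adgre1 was found in 98.5% of LPS+IFN-γ and 99.0% of co-stimulated cells. Mertk, also listed, was found in 10.5% of the cluster's LPS+IFN-γ cells and 13.4% of its co-stimulated cells. Outside it the shares of Mertk were 61.2% and 49.1%. A population present in every culture before stimulation may also be the source. Cluster 11 held 42 control cells (2.31%) and 48 IL-4 cells (3.45%), all with H2-Aa UMIs, and no cell of the other libraries. This explanation and a response of some macrophages to LPS+IFN-γ cannot be told apart, because each library holds different cells and the stimuli change the transcripts that would link the clusters. A response to the stimulus was not tested on its own.

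In the 2 libraries with LPS+IFN-γ, Klf4 was found more often in cells that held proliferation transcripts, a relation that the paper does not examine. It was noticed in the data, with 5 proliferation genes listed before the test. For Klf4 and Birc5, at 1 or more UMIs, the odds ratio was 4.15 (3.12 to 5.54) in co-stimulated and 3.38 (2.533 to 4.496) in LPS+IFN-γ cells, against 1.09 (0.860 to 1.39) in control and 1.16 (0.933 to 1.44) in IL-4 cells. The difference between libraries was not tested. With Top2a, Ccnb1, Cdk1 and Mki67, the odds ratios of Klf4 in co-stimulated cells were 4.65, 4.05, 3.31 and 2.12. Depth is argued against, because in thinned co-stimulated cells the odds ratio of Klf4 and Birc5 was 5.11. A link between Klf4 and the cell cycle in cells that received LPS+IFN-γ may be a candidate explanation, and with 1 library per condition it stays open.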

How the results depend on the processing

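The alternatives for the fold changes of Supplementary Data 1 that change the normalization, and the removal of the highest 5% of doublet scores, were chosen only after the data were seen. All others were set before the data were examined. No paired analysis was possible because each condition has 1 library. For the main results, 223 alternative values were computed, of which 154 stayed within the counting interval or within 1.5 times of the main count, 63 moved and 6 changed sign. A change of sign was counted only where the value was past its spread or its interval left out 1. Odds ratios whose main interval held 1 were not counted when they crossed 1, as that of Nfkbiz and Klf4 did in thinned cells. Of 105 values for further shares and pairs, 82 stayed and 23 moved, 18 of them shares of cells with a UMI and 5 odds ratios. Except where the setting's construction shows it, the cause was not tested.

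With library size in place of scran, 1122 genes were higher and 4011 lower after LPS+IFN-γ (1932 and 2353 with scran), 4 IL-4 UCGs were augmented (14), and the Fano factor rose for 23 LPS+IFN-γ and 11 IL-4 UCGs (15 and 52). The median log2 difference from Supplementary Data 1 was -0.0511 for LPS+IFN-γ (0.46) and 0.157 for IL-4 (0.12). Without normalization, 1099 genes were higher and 4080 lower after LPS+IFN-γ, 357 and 1104 after IL-4 (536 and 623), and 94 higher after both (151). Of LPS+IFN-γ UCGs, 79 were inhibited and 99 augmented (264 and 24), and the median log2 differences were -0.0742 and -0.0596. With the fold that scanpy reports, they were -0.00602 for LPS+IFN-γ with library size, and -0.0475 for LPS+IFN-γ and -0.0515 for IL-4 without normalization.

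Without a detection minimum, which lets in genes found in few cells, 4341 genes were higher and 6358 lower after LPS+IFN-γ, 2370 and 3488 after IL-4, and 877 higher after both. With a fold threshold of 2, these were 1218, 1428, 230, 166 and 75, and 78 LPS+IFN-γ UCGs were inhibited, 10 augmented, and 4 IL-4 UCGs augmented. With UCGs from the rule of size, 8 IL-4 UCGs were augmented.

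With all genes found in 20 cells, 96.6% of co-stimulated cells had mostly co-stimulated neighbours (95.3%). With 100 genes per program, 6.01% of cross-program pairs and 7.56% of IL-4 pairs had a rho above 0.1 (11.5 and 18.0%), and 1.17% of cross-program odds ratios had an interval below 1 (0.760%). In thinned cells, 6.60% of cross-program pairs were below -0.1 (10.6%), 5.32% above 0.1, and 6.20% of IL-4 pairs above 0.1. On ln(normalized count + 1), the Fano factor rose for 119 LPS+IFN-γ and 166 IL-4 UCGs, and in thinned cells for 72 LPS+IFN-γ UCGs. With inhibited UCGs only, rho between the scores was -0.446 (-0.292).

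With 1 or more UMIs for a positive cell, 1.16% of cross-program intervals were below 1 and 8.04% above (2.92%), and the odds ratio with Arg1 was 0.963 for Il6, 0.853 for Il12b and 0.903 for Nfkbiz (0.551, 0.409 and 0.593), so that none of these intervals left out 1. With 3 or more normalized counts, 1.32% of cross-program intervals were above 1. With 2 or more raw UMIs, 0.286% of same-program intervals were below 1 (0.449%), and Nfkbiz and Arg1 had an odds ratio of 0.866. With the Mantel-Haenszel method, 5.08% of cross-program intervals were above 1. In thinned cells at 2 or more UMIs 0.840% were above 1, and the odds ratio was 0 for Il12b and Chil3 (0.337) and 1.31 for Nfkbiz and Klf4 (0.644). The few double-positive cells limit both.

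With control cells as negatives of both classifiers and all genes as input, 0% of co-stimulated cells were IL-4-dominant and 0% mixed (0.217 and 0.0619%), but the IL-4 classifier had a median test accuracy of 71.9% and did not learn in most starts. With inhibited UCGs, the shares were 92.2% LPS+IFN-γ-dominant, 0.0310% IL-4-dominant, 0% mixed and 7.80% unclassified (98.0, 0.898, 0.526 and 0.310%). With inputs standardized per gene, they were 97.6% LPS+IFN-γ-dominant, 1.67% IL-4-dominant and 0.433% mixed for all genes (99.6% LPS+IFN-γ-dominant in the main setting), and 84.6, 10.3, 1.98 and 3.22% for inhibited UCGs.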

Differences from the paper's values

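The alternatives for the fold changes that change the normalization, and the removal of the highest 5% of doublet scores, were chosen only after the values were seen. All others were set before the data were examined.

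After LPS+IFN-γ, 1932 genes were higher against the paper's 1141. The gap closed to within 1.5 times with library size (1122), without normalization (1099), with the fold that scanpy reports (1705) and with a fold threshold of 2 (1218), but not with all barcodes, Scrublet, no detection minimum or 25% of cells. Genes higher after both stimuli numbered 151 against the paper's 95, and it closed with library size (130), without normalization (94), with all barcodes (141), 25% of cells (120), the scanpy fold (124) and a fold threshold of 2 (75), but not with Scrublet or no detection minimum. After LPS+IFN-γ, 2353 genes were lower against the paper's 4175, and it closed with library size (4011), without normalization (4080) and with the scanpy fold (2868), and with no other alternative. After IL-4, 623 genes were lower against the paper's 1133, and it closed without normalization (1104) and with the scanpy fold (799), and with no other alternative.

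Of the LPS+IFN-γ UCGs, 264 were inhibited against the paper's 87, and the gap closed without normalization (79) and with a fold threshold of 2 (78), but not with library size (214), all barcodes, Scrublet, the scanpy fold or UCGs from the rule of size. They were augmented in 24 cases against the paper's 97, and only the setting without normalization (99) closed the gap. The paper has more LPS+IFN-γ UCGs augmented than inhibited, and here that order holds only without normalization.

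With all genes as classifier input, 0.217% of co-stimulated cells were IL-4-dominant against the paper's 5.44%, 0.0619% mixed against the paper's 13.3%, and 0.0310% unclassified against the paper's 1.22%. None of the alternatives set before the data were examined closed these gaps. With inhibited UCGs, 0.898% were IL-4-dominant against the paper's 13.1%, and with standardized inputs the share was 10.3%, within 1.5 times. The mixed share was 0.526% against the paper's 3.33%, and no alternative closed the gap (1.98% with standardized inputs). The unclassified share was 0.310% against the paper's 2.82%, and it closed with standardized inputs (3.22%). For the IL-4-dominant and unclassified shares, smaller layers and control cells as negatives left the gaps. The paper states that fewer cells were mixed with inhibited UCGs than with all genes, and here the mixed share was higher with inhibited UCGs.

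Cells positive for both Il6 and Arg1 made up 4.58% of co-stimulated cells, against the paper's value of about 0.7% in Fig. 4b, read by eye. None of the alternatives closed the gap, with values between 2.60% and 23.2%. The 4 shares of that panel (about 0.7, 19, 25 and 52% in Fig. 4b, read by eye) do not add to 100%. For the other quadrants of that panel and for those of Il12b and Arg1, the values did not differ.

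A log2 fold change was taken to differ when the distance exceeded the counting error of that gene's UMI sums, which is wider for genes with few control UMIs. Both folds come from the same libraries, so counting error is only a yardstick here and not a source of the distance. Over control it was 11.78 for Il6 against the paper's 10.43, 8.26 for Arg1 against the paper's 7.67 and 3.49 for Chil3 against the paper's 2.21. With the scanpy fold these were 10.88, 7.72 and 2.35, within the counting error, which for Il6 rests on 6 control UMIs. It was 6.05 for Tnf against the paper's 5.75 and 7.77 for Ccl5 against the paper's 9.75, and the scanpy fold (6.23 and 10.19) left both outside their smaller counting error. Nfkbiz, at 6.39 against the paper's 6.10, and Mrc1, at 1.55 against the paper's 1.60, were within their counting error, but not with the scanpy fold (6.46 and 1.69). Il12b, at 14.86 against the paper's 12.89, and Nos2, at 13.23 against the paper's 12.84, were within theirs. With 1 and 2 control UMIs that error is wide, so this does not mean that the values are close. Over the upregulated genes of Supplementary Data 1, values here were higher than the paper's by a median of 0.46 for LPS+IFN-γ and 0.12 for IL-4. With library size and the scanpy fold together, chosen after the values were seen, 1060 of 1070 genes after LPS+IFN-γ were within 0.1 of the paper's values. The same setting placed 44 of 368 genes after IL-4 within 0.1. Without normalization and with the scanpy fold, also chosen after the values were seen, 350 of 368 genes after IL-4 were within 0.1. So were 979 of 1070 genes after LPS+IFN-γ.

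The paper lists Il6 and Nfkbiz among inhibited genes with increased noise. Here the Fano factor of normalized counts fell, from 30.5 to 28.5 for Il6 and from 5.20 to 3.23 for Nfkbiz, while on ln(normalized count + 1) it rose for both, to 1.45 and 0.592. The smaller size factors of LPS+IFN-γ cells raise the counting part of their Fano factor, which favours a fall on normalized counts. In thinned cells the Fano factor rose for Il6, to 12.5, and fell for Nfkbiz, to 1.87. The paper states that both Il6 and Il12b were expressed orthogonally to Chil3, and that Nfkbiz had a negative odds ratio with Klf4. Here the odds ratios were 0.880 (0.420 to 1.71), 0.337 (0.0668 to 1.05) and 0.644 (0.362 to 1.104), with intervals that hold 1. For Il12b and Chil3 the interval was below 1 at 3 or more normalized counts (up to 0.941), with all barcodes (up to 0.985) and in thinned cells (up to 0.811). Arg1, Chil3 and Klf4, which the paper shows among the genes tested for odds ratios, were not among the 50 IL-4 UCGs with the largest reduction here.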

Other observations

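Of the tests in this part, those on Il6 and Arg1 and on UCGs augmented without normalization were chosen as tests only after the result was seen. The deciles of depth and the library size scaling that they use were also among the alternative settings.

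Il6 and Arg1 were positive together in fewer co-stimulated cells than independence gives. Differences in depth between cells are argued against, since the Mantel-Haenszel odds ratio over deciles of depth was 0.567 (0.426 to 0.754). A small group of cells rich in MHC class II transcripts is argued against by an odds ratio of 0.583 (0.432 to 0.780) without that cluster, and proliferating cells by one of 0.557 (0.419 to 0.741) after grouping cells into 4 by their proliferation UMIs. The relation was not seen at 1 or more UMIs, where the odds ratio was 0.963. That limit was not adjusted for depth, so this value cannot separate depth from a lack of relation. Opposed regulation of the genes in individual cells may concern their level more than their detection. This hypothesis comes from the same data, and 1 library leaves it open. RNA from lysed cells was not tested.

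On ln(normalized count + 1), the Fano factor rose for 119 of the inhibited LPS+IFN-γ UCGs. When UMIs in LPS+IFN-γ cells were thinned to the co-stimulated mean, it rose for 227, among them 114 of the 119. A lower mean is thus enough for a rise in most of these genes. It also would have raised more genes than rose, an outcome that neither prediction of the test had named. A lower mean and a wider spread between cells therefore cannot be told apart for the LPS+IFN-γ UCGs. That reading was set after the result was seen. The Fano factor was higher after co-stimulation than after thinning for 46. For the inhibited IL-4 UCGs, 166 rose after co-stimulation and 175 after thinning, so on that scale the number that rose is consistent with a lower mean. Higher after co-stimulation than after thinning were 85, and on normalized counts 114 of the 198 IL-4 and 99 of the 264 LPS+IFN-γ UCGs, so a wider spread in part of the genes stays open. 

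Without normalization, 99 LPS+IFN-γ UCGs were augmented and 79 inhibited. With library size scaling, 29 were augmented and 214 inhibited. That scaling lowers nearly all ratios by the difference in UMIs per cell, which fixes the direction of the change. The higher UMIs per cell of the co-stimulated library and a rise of these genes therefore cannot be told apart. No biological explanation was tested.

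With library size scaling, more genes were lower than higher after LPS+IFN-γ. A few genes taking most of the counts are argued against, because with the 50 genes of most UMIs left out of the library size, 4297 genes were lower and 1054 higher. These 50 genes held 36.0% of the UMIs in the control and 32.6% in the LPS+IFN-γ library. A fall in the RNA content of other genes after LPS+IFN-γ may remain as an explanation, and it was not tested.

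The 2 clusters with most co-stimulated cells differed in median UMIs per cell. Clustering by depth of sequencing is argued against, because clusters from thinned counts still differed by a ratio of 1.58. A difference in RNA content between the cells may be an explanation, and it was not tested.

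The 72 co-stimulated cells with mostly LPS+IFN-γ neighbours had an Arg1 UMI in 43.1% (31.4 to 55.3%), compared with 1.96% of the LPS+IFN-γ library and 55.3% of the other co-stimulated cells. They shared 0 barcodes with the LPS+IFN-γ library, and 6 of them were in cluster 10. Il6 was found in 70.8% of them, compared with 74.9% of the LPS+IFN-γ library and 41.5% of the other co-stimulated cells, and Il12b in 45.8%, compared with 64.2% and 23.0%. Klf4 was found in 31.9% of them and in 15.0% of the other co-stimulated cells.

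Xist was found in 99.8% of control, 99.4% of LPS+IFN-γ, 99.6% of IL-4 and 99.4% of co-stimulated cells. The 4 genes of the Y chromosome examined had 1 UMI in all. By the fold of 1.5, IL-4 raised 151 genes both alone and on top of LPS+IFN-γ, and 7 genes were raised alone and lowered on top of LPS+IFN-γ. In the other direction, 17 genes were lowered alone and raised on top of LPS+IFN-γ. Without normalization, these were 0 and 124 genes.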
